# Identification of a Core Set of Genes That Signifies Pathways Underlying Cardiac Hypertrophy

**DOI:** 10.1002/cfg.428

**Published:** 2004

**Authors:** Claes C. Strøm, Mogens Kruhøffer, Steen Knudsen, Frank Stensgaard-Hansen, Thomas E. N. Jonassen, Torben F. Ørntoft, Stig Haunsø, Søren P. Sheikh

## Abstract

Although the molecular signals underlying cardiac hypertrophy have been the subject of intense investigation, the extent of common and distinct gene regulation between different forms of cardiac hypertrophy remains unclear. We hypothesized that a general and comparative analysis of hypertrophic gene expression, using microarray technology in multiple models of cardiac hypertrophy, including aortic banding, myocardial infarction, an arteriovenous shunt and pharmacologically induced hypertrophy, would uncover networks of conserved hypertrophy-specific genes and identify novel genes involved in hypertrophic signalling. From gene expression analyses (8740 probe sets, *n* = 46) of rat ventricular RNA, we identified a core set of 139 genes with consistent differential expression in all hypertrophy models as compared to their controls, including 78 genes not previously associated with hypertrophy and 61 genes whose altered expression had previously been reported. We identified a single common gene program underlying hypertrophic remodelling, regardless of how the hypertrophy was induced. These genes constitute the molecular basis for the existence of one main form of cardiac hypertrophy and may be useful for prediction of a common therapeutic approach. Supplementary material for this article can be found at: http://www.interscience.wiley.com/jpages/1531-6912/suppmat

					Comparative and Functional Genomics
Comp Funct Genom 2004; 5: 459-470.
Published online in Wiley InterScience (www.interscience.wiley.com). DOI: 10.1002/cfg.428
Research Article
Identification of a core set of genes that
signifies pathways underlying cardiac
hypertrophy
Claes C. Strom1, Mogens Kruhoffer2, Steen Knudsen3, Frank Stensgaard-Hansen1, Thomas E. N. Jonassen4,
Torben F. Orntoft2, Stig Haunso1 and Soren P. Sheikh1*
1CHARC (Copenhagen Heart Arrhythmia Research Center), Department of Medicine B, H : S Rigshospitalet, University of Copenhagen
Medical School, 2100 Copenhagen, Denmark
2Molecular Diagnostic Laboratory, Department of Clinical Biochemistry, Aarhus University Hospital, Denmark
3Center for Biological Sequence Analysis, Technical University of Denmark, 2800 Kgs, Lyngby, Denmark
4Department of Pharmacology, Copenhagen University, 2100 Copenhagen, Denmark
*Correspondence to:
Soren P. Sheikh, Lab. Mol. Card.,
Department of Medicine B, H : S
Rigshospitalet, University of
Copenhagen, 20 Juliane
Mariesvej, DK-2100
Copenhagen, Denmark.
E-mail: 
Received: 6 February 2004
Revised: 30 August 2004
Accepted: 21 September 2004
Abstract
Although the molecular signals underlying cardiac hypertrophy have been the
subject of intense investigation, the extent of common and distinct gene regulation
between different forms of cardiac hypertrophy remains unclear. We hypothesized
that a general and comparative analysis of hypertrophic gene expression, using
microarray technology in multiple models of cardiac hypertrophy, including aortic
banding, myocardial infarction, an arteriovenous shunt and pharmacologically
induced hypertrophy, would uncover networks of conserved hypertrophy-specific
genes and identify novel genes involved in hypertrophic signalling. From gene
expression analyses (8740 probe sets, n = 46) of rat ventricular RNA, we identified a
core set of 139 genes with consistent differential expression in all hypertrophy models
as compared to their controls, including 78 genes not previously associated with
hypertrophy and 61 genes whose altered expression had previously been reported.
We identified a single common gene program underlying hypertrophic remodelling,
regardless of how the hypertrophy was induced. These genes constitute the molecular
basis for the existence of one main form of cardiac hypertrophy and may be useful
for prediction of a common therapeutic approach. Supplementary material for this
article can be found at: http://www.interscience.wiley.com/jpages/1531-6912/suppmat
Copyright  2004 John Wiley & Sons, Ltd.
Keywords: cardiac hypertrophy; remodelling; gene expression; DNA microarrays
Introduction
Cardiac hypertrophy is a compensatory mecha-
nism to augment cardiac output after biomechani-
cal stress. Sustained hypertrophy leads to cardiac
dysfunction, heart failure and arrhythmia, hence
hypertrophy is an independent risk factor for car-
diac morbidity and mortality (Agabiti-Rosei et al.,
1997). Understanding the genes that govern car-
diomyocyte hypertrophic properties has implica-
tions for both clinical medicine and basic cell biol-
ogy.
Cardiac hypertrophy appears in different phe-
notypes, depending on the eliciting stimuli; how-
ever, it is unclear whether this is the result of
divergent transcriptional responses or if a common
hypertrophy gene program exists (Aronow et al.,
2001; Chien et al., 1991; Wollert et al., 1996). The
structural changes in the left ventricle including
eccentric and concentric hypertrophy can be mim-
icked in animal models by volume and pressure
overload procedures, respectively. Eccentric hyper-
trophy is characterized by left ventricular dilation
Copyright  2004 John Wiley & Sons, Ltd.
460 C. C. Strom et al.
and decreased wall thickness, while in concentric
hypertrophy the ventricular wall is thickened and
the left ventricle reduced. Typically, arteriovenous
shunts and myocardial infarction induce eccentric
hypertrophy, while aortic banding elicits the con-
centric phenotype.
Multiple genes change expression in cardiac
hypertrophy including genes involved in metabo-
lism, cell growth, apoptosis, cytoskeletal and extra-
cellular matrix (ecm) organization, signal transduc-
tion and cell defence (Anversa et al., 1983; Barrans
et al., 2002; Friddle et al., 2000; Hwang et al.,
2000, 2002; Schoenfeld et al., 1998; Sehl et al.,
2000; Stanton et al., 2000; Yang et al., 2000).
Several genes are bona fide molecular markers
for hypertrophy, including immediate early genes,
ANP, BNP, and myosin heavy and light chain iso-
forms.
However, a comprehensive analysis and direct
comparison of the expression changes in different
forms of cardiac hypertrophy is lacking. Such an
approach may identify shared molecular networks
in hypertrophy and point to new therapeutic strate-
gies that interrupt the underlying disease pathways.
DNA microarrays allow simultaneous analysis of
thousands of genes, and have been useful in analy-
sis of cellular responses to different stimuli, animal
models of human disease and cancer classification
(Golub et al., 1999; Roberts et al., 2000). Using
this technology, we attempted to define a unified
gene response that characterizes cardiac hyper-
trophy by comparing transcriptional profiles from
multiple models, including aortic banding, myocar-
dial infarction, arteriovenous shunting and pharma-
cologically induced hypertrophy. Our results pro-
vide a detailed view of the shared gene expression
patterns in different hypertrophic phenotypes. Out
of 8740 analysed genes on 46 microarrays, we iden-
tified a set of 139 genes with common regulation
in all hypertrophy models, supporting the notion of
a common hypertrophic gene program.
Methods
Cardiac hypertrophy models
Male Wistar rats were used in all experiments. All
operations were performed during anaesthesia with
fentanyl/fluanisone and midazolam. The investiga-
tion conforms to the Guide for the Care and Use of
Laboratory Animals, published by the US National
Institutes of Health (NIH Publication No. 85-23,
revised 1996). Animals were subjected to echocar-
diographic examination under isoflurane anaesthe-
sia before being sacrificed. Thereafter, the hearts
were excised, rinsed in ice-cold saline, weighed,
dissected into left and right ventricles, frozen in
liquid nitrogen and stored at -80 
C before mRNA
extraction.
Neonatal hearts were harvested 3 days postpar-
tum.
Aortic banding (AB)
A titanium clip with an inner diameter of 0.6 mm
was placed around the ascending aorta, using a
custom-made applicator (Weck Closure Systems,
USA). Control animals underwent the same proce-
dure except for placement of the clip. The animals
were sacrificed after 6, 12, 16 or 30 weeks.
Myocardial infarction (MI)
The LAD coronary artery was occluded with a 6-
0 silk ligature immediately below the left atrial
appendage. In sham-operated animals, the ligature
was passed under the artery and removed. Animals
were sacrificed 3 or 9 weeks after surgery. Only
hearts with large transmural infarctions were con-
sidered for microarray analysis. The scar tissue was
removed and discarded.
Aorto-caval fistula (shunt)
The aorta was punctured caudal to the left renal
artery with an 18-gauge needle that was subse-
quently advanced into the vena cava. The needle
was withdrawn and the aortic puncture point was
sealed with cyanoacrylate glue. The patency of the
shunt was verified visually before closure. Control
animals underwent the same procedure except for
puncture of the vessels. The animals were sacrificed
after 3 or 8 weeks.
Hormone treatment
Angiotensin II (AngII; 200 ng/kg/min) was admin-
istered subcutaneously for 2 weeks, using implan-
ted miniosmotic pumps (ALZET
, USA). AngII
was diluted in 0.9% NaCl with 0.01 M acetic
acid. Age-matched control animals received pumps
containing vehicle only. The thyroxin analogue
Copyright  2004 John Wiley & Sons, Ltd. Comp Funct Genom 2004; 5: 459-470.
Gene expression in cardiac hypertrophy 461
3,5-diiodothyropropionic acid (Ditpa) was adminis-
tered as daily subcutaneous injections of 1000 mg/
kg. Controls were given saline.
Echocardiography
Echocardiography was performed during anaesthe-
sia with 1-1.5% isoflurane using a Vivid Five
Echocardiograph from GE Medical Systems Ultra-
sound. Recordings were stored digitally for off-line
analysis. Left ventricular cavity and wall dimen-
sions were measured in 2D short axis recordings.
Gene expression profiling
GeneChip RGU34A from Affymetrix containing
8740 genes (and 59 control genes, which were
excluded from further analysis) was used for all
hybridizations. Approximately 6000 known genes
are represented on the chip, the rest being ESTs (see
www.affymetrix.com for a more detailed descrip-
tion). Standard protocols for chip hybridizations
were used. At each time point in each model,
both diseased and control animals were randomly
split into two to four groups, and RNA isolated
from the left ventricle from animals in each group
were pooled and hybridized to the oligonucleotide
arrays. Thus, each time point in each model is
represented by four to six (two to four diseased,
and two controls) independent RNA pools, each
hybridized to an array, in total 46 arrays. Raw
data are available at www.ncbi.nlm.nih.gov/geo as
Series No. GSE 738.
Array data analysis
Array data were normalized using the non-linear
invariant rank fitting method of Li and Wong, avail-
able at www.dchip.org (Li et al., 2001a, 2001b).
Model-based expression values (MBE) were cal-
culated for each gene using dChip (perfect match
only model). For each hypertrophic sample, a log
fold change was calculated for each gene by divid-
ing the MBE value by the average MBE value of
the two relevant control samples and then applying
log2. This approach was taken to minimize variance
not related to hypertrophy between samples.
Statistical significance
Genes with common regulation in different hyper-
trophic samples were identified using Wilcoxon's
rank sum test on the log fold changes, while
ANOVA was used to identify differences between
the models. The p values calculated for each gene
were Bonferroni corrected by discarding all genes
with a p value higher than 0.05 divided by the
number of genes. The Bonferroni correction is a
method to control type 1 error when doing mul-
tiple comparisons. The principle is to divide the
desired type 1 error (usually 0.05) by the number
of comparisons.
Clustering
For calculation of distances between genes, fold
change was calculated by divided individual MBE
by the average MBE of all control samples and
applying log2. Vector angle distance on means nor-
malized data is identical to the Pearson correlation.
So the only difference between Pearson correlation
and vector angle is a normalization step. Hierar-
chical clustering was applied (weighted pair-group
average linkage) and visualized using ClustArray
(C. Workman, unpublished; www.cbs.dtu.dk).
Real-time PCR
cDNA was synthesized from single samples pre-
viously analysed on GeneChips. Reverse transcrip-
tion was performed using Superscript II RT (Invit-
rogen). 1 g total RNA and 1 l 50 pmol/l (dT)24-
primer in a total volume of 12 l was incubated for
10 min at 70 
C and chilled on ice. After adding
4 l 1st Strand Buffer (from supplier), 1 l DTT
(0.1 M), 2 l dNTP mix (10 mM) and 1 l Super-
Script RT II (200 U/l), the reaction was incubated
for 1 h at 42 
C and finally for 5 min at 95 
C.
The cDNA was diluted 1 : 20 for use in real-time
PCR. Real-time PCR analysis was performed on
selected genes using the primers shown in Figure 1.
Primers were designed using the Primer3 soft-
ware available at www-genome.wi.mit.edu/cgi-
bin/primer/primer3 www.cgi. Triple determina-
tions were performed on the ABI PRISM
7000
Sequence Detection System using the SYBR
Green PCR Master Mix (Applied Biosystems,
USA). To determine the relative gene expression, a
standard curve was made with serial dilutions of a
reference sample. The gene expression in the sam-
ple of interest was then determined relative to the
expression in the reference sample via the standard
curve (built-in feature of the analysis software, ABI
Copyright  2004 John Wiley & Sons, Ltd. Comp Funct Genom 2004; 5: 459-470.
462 C. C. Strom et al.
Chip PCR
Chip PCR
Chip PCR
Chip PCR Chip PCR
Chip PCR Chip PCR
Chip PCR
-1.0
0.0
1.0
2.0 o
o
o
o
o
o
o
o
o
o
o
o
o
o
o
o
o
o
ACTA1
Log
2
(fold
change)
-2.0
-1.0
0.0
o
o
o
o
o
o
o
o
o
o
o
o
o
o
o
o
o
o
AQP7
0.0
0.5
1.0
1.5
o
o
o
o
o
o
o
o
o
o
o
o
o
o
o
o
o
o
ARGBP2
0.0
1.0
2.0
3.0
o
o
o
o
o
o
o
o
o
o
o
o
o
o
o
o
o
o
CSRP2
0.0
0.5
1.0
1.5
o
o
o
o
o
o
o
o
o
o
o
o
o
o
o
o
o
o
FSTL1
Log
2
(fold
change)
o
o
o
o
o
o
o
o
o
o
o
o
o
o
o
o
o
o
NPPA
0.0
1.0
2.0
o
o
o
o
o
o
o
o
o
o
o
o
o
o
o
o
o
o
S100A4
0.5
1.0
1.5 o
o
o
o
o
o
o
o
o
o
o
o
o
o
o
o
o
o
TSC22
Log
2
(fold
change)
ACTA1: gctcttccagccttccttta
gcgtacaggtccttcctgat
CSRP2: ctcaacctcacaggcctaca
tgatcttctcagcagcatacac
ARGBP2: agaaccgtttcaggctctgt
gaaccatccgtcatcacact
FSTL1: atccttcaaccctcctgaga
aggaacagacacagcgattg
Probe pairs
NNPA: aggagaagatgccggtagaa
cacctcagagagggagctaag
S100A4: gctgaacaagacagagctcaa
cctgttgctgtccaagttgt
TSC22: ctgaaggagcagatcaaagaac
tggccagtgtcttcaacag
AQP7: gcatccttgtttgcgttct
gccagcaatgaaagtgaaga
2
3
4
5
Figure 1. Expression of selected genes was confirmed by real-time PCR. The fold changes of individual genes were
calculated as the log2 ratio of expression values between hypertrophic samples and their controls. Individual data points
are represented by open circles and no change in expression is indicated by grey lines. Means are shown by a cross and
SEM by arrows
Prism 7000 SDS Software 1.0.1). The PCR reaction
consisted of 12.5 l SYBR Green PCR Master Mix,
300 nM forward and reverse primers, and 2.5 l
1 : 20 diluted template cDNA in a total volume
of 25 l. The reaction was thermocycled using the
default settings of ABI Prism 7000 SDS Software
1.0.1: 2 min at 50 
C, 10 min at 95 
C, followed
by 40 rounds of 15 s at 95
C and 1 min at 60 
C.
A dissociation protocol was added after thermocy-
cling, determining dissociation of the PCR products
from 65 
C to 95 
C. All samples were normalized
to GAPDH. For each sample a triple determina-
tion was made for each gene of interest and the
normalization gene (GAPDH). An average was cal-
culated for the triple determinations. To normalize
the gene expression for a specific sample, the aver-
age expression value was divided by the average
expression value for the normalization gene in the
same sample. According to the GeneChip data,
GAPDH is consistently expressed in our samples.
Signals from GeneChip analyses were compared to
the normalized real-time PCR data.
Results
Animal models for cardiac hypertrophy
All experimental models of cardiac hypertrophy
resulted in significant left ventricular hypertrophy
(Table 1). In animals with a myocardial infarc-
tion (MI), echocardiographic examination revealed
massive dilation of the left ventricular cavity,
thinning of the anterior wall due to infarction,
and decreased systolic function (Table 2). Pressure
overload induced by aortic banding (AB) resulted
Copyright  2004 John Wiley & Sons, Ltd. Comp Funct Genom 2004; 5: 459-470.
Gene expression in cardiac hypertrophy 463
Table 1. Heart weights
Weeks n HWMI LVMI
Aortic banding 6 6 5.0  0.16 3.7  0.14
Sham 6 6 3.0  0.06 2.0  0.04
Aortic banding 12 6 4.0  0.26 2.9  0.17
Sham 12 6 2.5  0.04 1.7  0.01
Aortic banding 16 8 4.3  0.17 3.0  0.08
Sham 16 6 2.6  0.07 1.7  0.03
Aortic banding 30 8 4.3  0.37 2.9  0.20
Sham 30 6 2.3  0.09 1.5  0.06
MI 3 19 3.7  0.10 2.2  0.05
Sham 3 6 3.0  0.06 1.9  0.04
MI 9 14 3.5  0.12 2.1  0.04
Sham 9 6 2.6  0.07 1.7  0.04
Shunt 3 10 4.0  0.19 2.5  0.08
Sham 3 6 2.8  0.05 1.9  0.03
Shunt 8 12 4.0  0.23 2.5  0.11
Sham 8 6 2.7  0.07 1.8  0.04
Angiotensin II 2 12 3.1  0.04 2.1  0.05
Ditpa 2 11 3.2  0.1 2.2  0.10
Vehicle 2 21 2.8  0.04 1.9  0.03
Values are listed as mean  SEM. Heart weights (HW) and left
ventricular (LV) weights were divided by body weights (HWMI
and LVMI). Other abbreviations used: 3,5-diiodothyropropionic acid
(Ditpa), myocardial infarction (mi),  p < 0.05 vs. sham/vehicle.
in wall thickening but no dilation of the left ventric-
ular cavity consistent with concentric hypertrophy.
Systolic function was preserved in these animals.
Volume overload induced by a shunt between the
aorta and the caval vein was characterized by ven-
tricular dilation and no or marginal increases in
wall thickness consistent with eccentric hypertro-
phy. Systolic function was marginally depressed in
the volume-overloaded animals.
A unified gene expression response to cardiac
hypertrophy
To identify genes with a common gene expres-
sion pattern in hypertrophy, we analysed cardiac
gene expression by DNA microarrays. 

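Ventricular RNA was measured on 46 arrays, 1 RNA pool per array: 26 from hypertrophic hearts, 18 from control hearts and 2 from neonatal hearts. For hypertrophic and control hearts it came from the left ventricle. Aortic banding was sampled at 6, 12 and 16 weeks (2 arrays each) and at 30 weeks (4 arrays), and myocardial infarction at 3 and 9 weeks (4 arrays each). An aortocaval shunt was sampled at 3 and 8 weeks, and angiotensin II and the thyroid hormone analogue Ditpa after 2 weeks (2 arrays each). Each surgical time point has its own 2 sham arrays, and both hormone treatments share the same 2 vehicle arrays. The deposited intensity values of 8740 probe sets were raised to at least 16 and put on the log2 scale, and limma fitted a mean to each of the 20 groups. An effect is the log2 difference between a treated group and its own controls, given ± SE, and the average effect weights the 10 treated groups equally. A count of arrays compares each of the 26 hypertrophic arrays with the mean of its 2 controls. A probe set was called when its Benjamini-Hochberg adjusted p was below 0.05, and a gene with several probe sets is given by the one with the highest mean signal. Gene lists were tested with camera at its preset inter-gene correlation of 0.01, at which 17 of 30 lists passed for the average effect. With an estimated correlation 11 of these calls hold (fatty acid oxidation, oxidative phosphorylation, citrate cycle, extracellular matrix, cytoskeleton, cell cycle, renin-angiotensin and endothelin, annexins, fetal heart genes, fibroblast and atrial myocyte). The other 6 are lost (complement and inflammation, chaperones, TGF-beta signalling, cardiomyocyte, macrophage and ribosomal proteins). In the renin-angiotensin and endothelin list the higher genes were Nppa, Nppb and Npr3, of natriuretic peptides and their receptor. The citrate cycle list also holds genes of pyruvate oxidation. Because each array holds a pool, a p-value here measures the spread between pools and not between animals.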

After nor-
malization to the appropriate controls, consistent
gene expression changes between the different phe-
notypes of cardiac hypertrophy were identified by
comparing gene expression changes in the different
models using a Wilcoxon test. To avoid false pos-
itives as a result of multiple testing, p values were
Bonferroni-corrected, such that the risk of one or
more false positive results was less than 5%.
This procedure identified 179 genes, representing
139 known genes, 13 ESTs and 27 gene duplicates
that were significantly regulated in hypertrophic
hearts vs. controls (Table 3 in this paper, and
Supplemental Table A). 

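Maoa, the monoamine oxidase that breaks down serotonin and catecholamines, was higher in all 26 hypertrophic arrays, by 0.64 ± 0.0701 log2 on average (limma adjusted p = 2.09e-07). Gadd45a, a growth arrest gene induced by stress, was also higher in all 26, by 0.46 ± 0.0636 (adjusted p = 1.22e-05). In the other direction, the lipid antigen-presenting gene Cd1d1 was at -0.41 ± 0.0894 log2 (3 of 26 arrays higher, adjusted p = 0.0033). The tyrosine catabolic enzyme Hpd was at -0.30 ± 0.0548 (2 arrays higher, adjusted p = 0.000445) and Mrpl58, a peptidyl-tRNA hydrolase of the mitochondrial ribosome, at -0.26 ± 0.0454 (1 array higher, adjusted p = 0.000251). Trim63, the muscle ubiquitin ligase MuRF1, changed by -0.28 ± 0.0652 (3 arrays higher, adjusted p = 0.00782), and Ccdc141 by -0.40 ± 0.0972 (4 arrays higher, adjusted p = 0.0104). The exact rank sum test of the 26 hypertrophic against the 18 control log2 ratios passed 117 of 8740 probe sets at the Bonferroni threshold of 5.72e-06. These carry 87 distinct gene symbols. The average effect called 455 probe sets, 114 of them among the 117. The 117 became 10 without the banding arrays, 28 without the infarction arrays, 70 without the shunt arrays, and 179 with an exact signed rank test of the 26 ratios against 0. Without the hormone arrays and their vehicle the count was 154. Leaving out a model leaves fewer arrays at the same threshold, so a drop alone does not show that the set depends on that model. The 455 became 261 without vehicle replicate 1 and 89 with the 5 models weighted equally. With that weighting the calls of Cd1d1 (adjusted p = 0.191), Hpd (0.156), Mrpl58 (0.0661), Trim63 (0.115) and Ccdc141 (0.303) were lost, as was that of Trim63 without vehicle replicate 1 (0.0539).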

Among the 179 genes, 137
were upregulated and 42 downregulated. 

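Higher and lower genes differed in number. Ckb, the brain form of creatine kinase, rose by 0.47 ± 0.0859 log2 on average (23 of 26 arrays, limma adjusted p = 0.000494), and Reg3b, a secreted lectin of the regenerating protein family, by 0.54 ± 0.131 (23 arrays, adjusted p = 0.0103). The glycerol channel Aqp7 was lower at -0.55 ± 0.0741 (2 arrays higher, adjusted p = 8.36e-06) and the GABA receptor subunit Gabrb2 at -0.38 ± 0.0581 (2 arrays higher, adjusted p = 5e-05). The short-chain dehydrogenase Dhrs7c was at -0.35 ± 0.0665 (5 arrays higher, adjusted p = 0.000839) and the vesicle GTPase Rab3b at -0.34 ± 0.0643 (4 arrays higher, adjusted p = 0.000733). Of the 117 probe sets passing the rank sum test, 95 were higher and 22 lower. The average effect called 318 higher and 137 lower, 69.9% higher. After quantile normalization it called 259 higher and 217 lower, 54.4% higher. The call of Reg3b was lost without vehicle replicate 2 (adjusted p = 0.0703). Those of Reg3b (adjusted p = 0.329) and Aqp7 (0.0621) were lost with the 5 models weighted equally.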

Of the 139
known genes, 61 have previously been reported
to change expression in response to hypertrophy,
while 78 have not previously been connected with
hypertrophy. A literature search revealed that 30
of the 137 genes have previously been reported
to change at the protein level (Supplemental Table
A). This confirms that many of the transcriptome
changes actually result in changed cellular protein,
considering that only 61 genes had previously been
associated with hypertrophy.
Figure 2 depicts a hierarchic cluster analysis
of the commonly regulated genes. 

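Among the genes with more than 1 probe set passing the rank sum test, the 4 probe sets of Nppa, the gene of atrial natriuretic peptide, were higher by 1.77, 1.93, 2.00 and 2.09 log2 on average. The 2 probe sets of Maoa rose by 0.64 and 0.65, those of the granulin gene Grn by 0.30 and 0.34, and those of the fatty acid isomerase Eci1 changed by -0.36 and -0.48. The matrix proteoglycan gene Bgn had the widest gap, 0.49 against 1.09 log2, a difference of 0.60. In all, 16 genes gave 21 such pairs, both members went the same way in all 21, and the median difference within a pair was 0.07 log2. Only pairs with both members passing were counted, which favours a shared direction. Pairing each passing probe set with those of its gene that did not pass gave 77 pairs of 43 genes, of which 65 went the same way and 12 did not. With the signed rank test, 24 genes gave 29 pairs with both passing, all 29 in 1 direction, and 105 of the 127 pairs with 1 not passing went the same way.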

All duplicate
genes were equally regulated and clustered tightly
together. 

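Average-linkage clustering of the 117 commonly regulated probe sets, divided at its top branch, gave a group of 95 and a group of 22. Every member of the group of 95 was higher in hypertrophy, among them natriuretic peptide genes (Nppa, Nppb), the matrix genes Postn and Spp1 and the actin gene Acta1. Every member of the group of 22 was lower, among them genes of mitochondrial fatty acid oxidation (Acaa2, Decr1, Hadha, Hadhb) and of the respiratory chain (Sdha, Atp5po). The smaller group held 42 with the signed rank test, 2 without the banding arrays, 6 without the infarction arrays and 12 without the shunt arrays. Fewer arrays at the same threshold can by themselves lower the sizes found without a model.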

The genes fell into two major clusters,
representing up- and downregulated genes, respec-
tively.
Classification into seven major categories
based on biological function revealed that the
core hypertrophy-related genes were predomi-
nantly involved in metabolism, signal trans-
duction, cytoskeletal/ecm organization, and cell
defence/inflammation (Figure 3). 

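The genes of Table 3 could be followed by the category the table gives them, with signal transduction and metabolism the best filled. Of 38 measured signal transduction genes, 24 rose, 4 fell and 10 did not pass for the average effect, with a median of 0.21 log2. Among 44 measured metabolism genes, 14 rose, 20 fell and 10 did not pass (median -0.16). This category held 74.1% of all lower assignments, with the table's unknown category left out. Defence and inflammation had 10 higher, 2 lower and 3 not passing of 15 (median 0.38), and development 8 higher, 1 lower and 5 not passing of 14 (median 0.26). Outside these counts, Fstl1, a secreted glycoprotein that Table 3 places under cell growth, rose by 0.55 ± 0.0858 log2 (24 of 26 arrays, limma adjusted p = 7.07e-05). Cdk1, the mitotic kinase, which Table 3 does not list, rose by 0.35 ± 0.0781 (23 arrays, adjusted p = 0.00479). Because Table 3 was chosen by the study on these arrays, its directions are not independent evidence.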

Most notably, in
the cluster of downregulated genes (Figure 2) the
vast majority of genes were involved in -oxidation
of fatty acids and oxidative phosphorylation.

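Of 28 measured fatty acid oxidation genes, 15 fell, 13 did not pass and 0 rose for the average effect by limma, against 19 lower when adjusted over the list alone. Their median was -0.19 log2 (camera adjusted p = 1.48e-24). Examples are both subunits of the mitochondrial trifunctional protein, Hadha at -0.33 ± 0.0432 (0 of 26 arrays higher, adjusted p = 6.2e-06) and Hadhb at -0.42 ± 0.0737 (1 array higher, adjusted p = 0.000357). Of 38 oxidative phosphorylation genes 9 fell and 29 did not pass, 21 lower when adjusted over the list alone, with a median of -0.13 (camera adjusted p = 3.62e-16). The complex I subunit Ndufs6 was at -0.24 ± 0.0546 (adjusted p = 0.00547). By model the fatty acid oxidation median was -0.37 after banding, -0.20 after infarction, -0.12 with the shunt (adjusted p = 0.252 with an estimated correlation), -0.04 with angiotensin II (0.483) and -0.03 with Ditpa. After quantile normalization it was -0.00141 with angiotensin II and 0.06 with Ditpa. The oxidative phosphorylation median was -0.08 after banding, -0.05 after infarction and -0.08 with the shunt (adjusted p = 0.281, 0.384 and 0.258 with an estimated correlation). It was -0.34 with angiotensin II and -0.44 with Ditpa as deposited, and -0.02 and -0.08 after quantile normalization. Cardiomyocyte markers had a median of -0.11 on average (adjusted p = 0.315 with an estimated correlation), 0.13 after banding, 0.03 after infarction, -0.20 with the shunt, -0.58 with angiotensin II and -0.57 with Ditpa. After quantile normalization these 6 values were -0.02, -0.01, -0.08, 0.000564, -0.02 and -0.02. The average call was lost without any 1 of 10 arrays, at adjusted p up to 0.124 without banding sham 6 weeks replicate 4. The call of Hadhb was lost with the 5 models weighted equally (adjusted p = 0.0991).

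**Figure D1:**
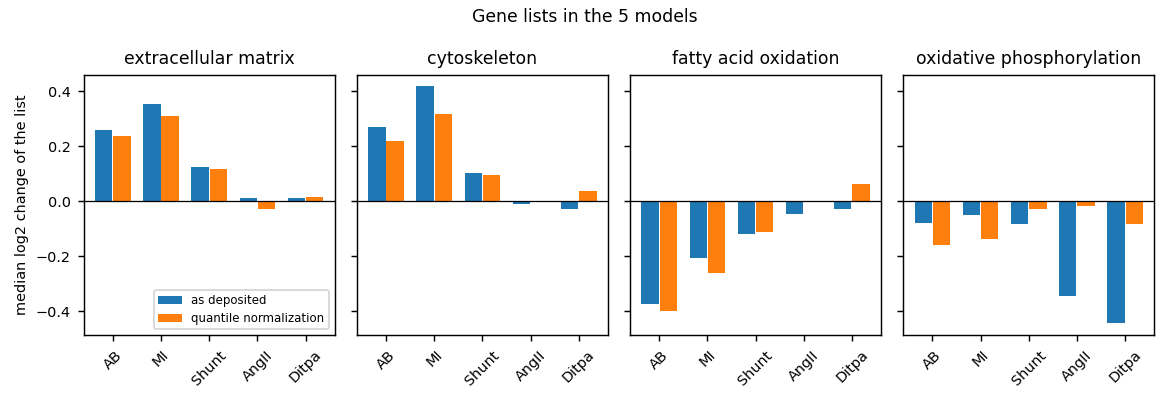
Median log2 effect of the extracellular matrix, cytoskeleton, fatty acid oxidation and oxidative phosphorylation lists in aortic banding, myocardial infarction, shunt, angiotensin II and Ditpa, as deposited and after quantile normalization. The fatty acid oxidation median runs from -0.37 after banding to -0.03 with Ditpa as deposited.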

Cardiac hypertrophy is associated with exten-
sive remodelling of the extracellular matrix. In line
with this notion, we observed enhanced expres-
sion of several ecm genes previously associated
with hypertrophy (fibronectin, vimentin, biglycan,
tissue-inhibitor of metalloproteinase-1 and -2, and
osteopontin) and genes not previously connected
with myocardial remodelling (protease nexin-1,
profilin-1 and osteoprotegerin). 

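Genes of the extracellular matrix were higher, led by periostin (Postn), a matricellular protein of fibroblasts, at 1.42 ± 0.178 log2 (25 of 26 arrays, limma adjusted p = 2.42e-06). Osteopontin (Spp1), a secreted phosphoprotein, rose by 1.14 ± 0.209 (26 arrays, adjusted p = 0.000555). The collagen cross-linking enzyme Loxl1 rose by 0.72 ± 0.12 (25 arrays, adjusted p = 0.000161) and fibronectin (Fn1) by 0.55 ± 0.102 (25 arrays, adjusted p = 0.000632). The proteoglycan biglycan (Bgn) rose by 0.49 ± 0.0654 (25 arrays, adjusted p = 6.56e-06) and the intermediate filament vimentin (Vim) by 0.39 ± 0.0692 (23 arrays, adjusted p = 0.000344). The metalloproteinase inhibitors Timp2 and Timp1 rose by 0.42 ± 0.0713 and 0.35 ± 0.0769 (24 arrays each, adjusted p = 0.000223 and 0.00347), and the actin-binding profilin-1 (Pfn1) by 0.28 ± 0.06 (25 arrays, adjusted p = 0.00332). Osteoprotegerin (Tnfrsf11b) rose by 0.24 ± 0.0593 (23 arrays, adjusted p = 0.0131) and protease nexin-1 (Serpine2) by 0.17 ± 0.0348 (23 arrays, adjusted p = 0.00207). Of 31 measured matrix genes 15 rose and 16 did not pass, 18 higher when adjusted over the list alone (median 0.17, camera adjusted p = 1.3e-14). Of 9 fibroblast markers 6 were higher, all 6 also matrix list members, and 6 when adjusted over the list alone, with a median of 0.38 (camera adjusted p = 4.1e-07). With the 5 models weighted equally the calls of Spp1, Loxl1, Fn1, Vim, Timp1, Timp2, Pfn1, Tnfrsf11b and Serpine2 were lost, at adjusted p from 0.0661 for Pfn1 to 0.269 for Tnfrsf11b. That of Tnfrsf11b was also lost without vehicle replicate 2 (0.051).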

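Skeletal alpha-actin (Acta1), the striated muscle actin of the fetal heart, was higher by 1.32 ± 0.0761 log2 on average (25 of 26 arrays, limma adjusted p = 2.65e-14). Smooth muscle alpha-actin (Acta2) was at 0.27 ± 0.0917 (18 arrays, adjusted p = 0.0955) by its brightest probe set, and another of its probe sets rose by 0.47 (26 arrays). Of 22 measured cytoskeletal genes 10 rose, 0 fell and 12 did not pass by limma, with 15 higher when adjusted over the list alone and a median of 0.23 (camera adjusted p = 1.26e-11). Besides the actin they include the myosin light chain Myl9 at 0.33 ± 0.0568 (adjusted p = 0.00028), the intermediate filament desmin (Des) at 0.25 ± 0.0573 (adjusted p = 0.00559) and the sarcomeric LIM protein Csrp3 at 0.35 ± 0.0541 (adjusted p = 7.07e-05). Smooth muscle markers had a median of 0.11, with 0 of 6 passing and 3 higher when adjusted over the list alone (camera adjusted p = 0.134). Acta2 was called without replicate 1 of banding at 12 weeks (0.33, adjusted p = 0.00978) and as the mean of its probe sets (0.32, adjusted p = 0.00298).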

Several cytoskele-
tal genes were also upregulated (skeletal and vascu-
lar smooth muscle -actin). Several genes involved
in inflammation were upregulated (Hsp27, Psme1,
Pai1, and several complement genes), confirming
the notion that inflammation is important in the
hypertrophic process.

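The small heat shock protein Hsp27 (Hspb1) rose by 0.48 ± 0.0911 log2 on average (22 of 26 arrays, limma adjusted p = 0.000845), and the lysozyme gene Lyz2, made by macrophages, by 0.97 ± 0.158 (24 arrays, adjusted p = 0.000136). Psme1, an activator subunit of the proteasome, was lower at -0.15 ± 0.0401 (3 arrays higher, adjusted p = 0.0251), and the chemokine Ccl5 at -0.15 ± 0.0404 (adjusted p = 0.0259). Complement and inflammation genes included 6 higher, 2 lower and 20 not passing of 28, the same counts of 6 and 2 when adjusted over the list alone, with a median of 0.06 (camera adjusted p = 0.0266; adjusted p = 0.315 with an estimated correlation). Chaperones had 4 higher and 20 not passing of 24, with 5 higher when adjusted over the list alone and a median of 0.09 (camera adjusted p = 0.0025; adjusted p = 0.208 with an estimated correlation). The co-chaperone Dnaja4 was at 0.36 ± 0.0884 (adjusted p = 0.0115). The Psme1 call was lost after quantile normalization (adjusted p = 0.0781), with the 5 models weighted equally (0.0748) and without any 1 of 5 arrays (vehicle replicate 1, infarction sham 3 weeks replicate 2, banding sham 6 weeks replicate 4, banding sham 16 weeks replicate 4, banding 16 weeks replicate 1). That of Hspb1 was lost with the 5 models weighted equally (0.179). These values are for the brightest probe set. Another of Psme1, at -0.27, passed the rank sum test, while another at -0.005 did not. The complement list's call was lost without banding sham 6 weeks replicate 3 (0.0528) and without Ditpa replicate 2 (0.128).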

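Cyclin D2 (Ccnd2), which drives entry into the cell cycle, rose by 0.46 ± 0.0629 log2 on average (23 of 26 arrays, limma adjusted p = 8.87e-06), and after banding alone by 0.85 ± 0.0951 (adjusted p = 2.54e-07). S100a4, a calcium-binding protein, was at 0.30 ± 0.1 (24 arrays, adjusted p = 0.077) and did not pass. Fstl1 was higher by 0.62 ± 0.13 after banding and by 0.90 ± 0.164 after infarction (adjusted p = 0.00239 and 0.0014). Of 19 measured cell cycle genes 4 rose and 15 did not pass, also 4 when adjusted over the list alone, with a median of 0.03 (camera adjusted p = 0.000997). The 4 are Ccnd2, Gadd45a, Cdk1 and Btg1 (0.31 ± 0.0568, adjusted p = 0.000653), of which Gadd45a and Btg1 are known to restrain proliferation. The Ccnd2 call was lost with the 5 models weighted equally (adjusted p = 0.0674). S100a4 was called without the hormone groups (0.37, adjusted p = 0.0263) and without infarction 9 weeks replicate 1, 3 or 4 or banding 30 weeks replicate 4 (adjusted p = 0.0166, 0.0404, 0.0391 and 0.0413).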

Genes involved in cell growth and proliferation
included cyclin D2, FSTL1 and S100A4, confirm-
ing previous observations that cyclin D2 protein
is upregulated in aortic-banded rats (Busk et al.,
2002). FSTL1 and S100A4 are secreted proteins
that have been implicated in cancer cell growth.
Copyright  2004 John Wiley & Sons, Ltd. Comp Funct Genom 2004; 5: 459-470.
464 C. C. Strom et al.
Table
2.
Echocardiography
Weeks
n
AWTd
AWTs
PWTd
PWTs
LVAD
LVAS
FAC
Aortic
banding
6
6
0.237

0.017

0.434

0.025

0.247

0.014

0.426

0.022

0.495

0.034
0.092

0.015
0.820

0.016
Sham
6
6
0.160

0.004
0.318

0.006
0.150

0.003
0.313

0.010
0.513

0.021
0.105

0.011
0.798

0.016
Aortic
banding
12
6
0.252

0.008

0.430

0.016

0.250

0.007

0.432

0.011

0.513

0.026
0.115

0.022
0.779

0.037
Sham
12
6
0.155

0.008
0.325

0.016
0.152

0.009
0.320

0.011
0.480

0.033
0.090

0.024
0.822

0.033
Aortic
banding
16
8
0.270

0.009

0.448

0.019

0.264

0.009

0.444

0.017

0.499

0.037
0.125

0.026
0.757

0.041
Sham
16
6
0.168

0.007
0.330

0.011
0.172

0.007
0.330

0.011
0.428

0.027
0.092

0.015
0.789

0.028
Aortic
banding
30
8
0.290

0.017

0.449

0.018

0.285

0.015

0.449

0.021

0.555

0.043
0.188

0.056
0.697

0.068
Sham
30
6
0.195

0.006
0.332

0.008
0.178

0.007
0.320

0.010
0.513

0.014
0.113

0.015
0.778

0.031
MI
3
17
0.097

0.007

0.101

0.006

0.176

0.008
0.251

0.006

0.826

0.027

0.596

0.025

0.280

0.015

Sham
3
6
0.172

0.005
0.303

0.012
0.157

0.006
0.303

0.015
0.438

0.029
0.108

0.014
0.756

0.021
MI
9
14
0.089

0.007

0.096

0.013

0.167

0.007
0.241

0.015

0.975

0.04

0.756

0.039

0.222

0.030

Sham
9
6
0.163

0.007
0.343

0.007
0.160

0.003
0.347

0.007
0.503

0.018
0.095

0.007
0.812

0.009
Shunt
3
10
0.168

0.007
0.306

0.015
0.172

0.006

0.314

0.012

0.618

0.038

0.206

0.024

0.673

0.023

Sham
3
6
0.152

0.004
0.293

0.011
0.148

0.008
0.275

0.008
0.418

0.015
0.105

0.011
0.751

0.019
Shunt
8
12
0.160

0.006
0.300

0.013
0.159

0.005
0.295

0.011
0.825

0.033

0.295

0.019

0.639

0.025
Sham
8
6
0.165

0.002
0.308

0.014
0.163

0.006
0.303

0.012
0.545

0.026
0.148

0.022
0.729

0.040
Values
are
listed
as
mean

SEM.
Left
ventricular
anterior
wall
thickness
(AWT),
left
ventricular
posterior
wall
thickness
(PWT),
and
left
ventricular
area
(LVA)
were
measured
by
echocardiography
in
a
short
axis
2D
view.
Measurements
were
made
in
both
systole
(-s)
and
diastole
(-d).
Fractional
area
of
change
(FAC)
was
calculated
as
(LVA-d
-
LVA-s/LVA-d)
and
fractional
shortening
as
(LVD-d
-
LVD-s/LVD-d).

p
<
0.05
vs.
sham.
Copyright  2004 John Wiley & Sons, Ltd. Comp Funct Genom 2004; 5: 459-470.
Gene expression in cardiac hypertrophy 465
Table 3. The 139 known genes with common regulation in all hypertrophy models. 

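Of the 139 genes listed in Table 3, 133 have a probe set with a single gene symbol, after the names were matched by hand to current symbols. Table 3 gives no directions. The listed direction is here that of the paper's figure of commonly regulated genes, with 98 higher and 35 lower. In the average effect of the brightest probe set 91 of the 98 were above 0 and all 35 below 0. A probe set passing the signed rank test was found for 92 of the 98 and 34 of the 35. Among the higher genes lying below 0 is Srgn at -0.01, taken for PRG1. No probe set of Srgn passed that test, so this match is doubtful. For these genes limma called 74 higher and 28 lower, and 0 were called in the opposite direction. Per gene, a median of 23 of the 26 arrays went the listed way. Itgb1, the integrin beta-1 subunit that binds matrix, rose by 0.37 ± 0.0885 log2 (23 arrays, adjusted p = 0.00805), and Mfge8, a secreted EGF-like glycoprotein, by 0.31 ± 0.0588 (23 arrays, adjusted p = 0.000784). The listed direction was seen for 124 of the 133 genes after banding, 123 after infarction, 120 with the shunt, 113 with angiotensin II and 88 with Ditpa. It was seen in all 5 models for 74. The list was chosen by the study on these arrays and is not independent evidence of these directions. The calls of Itgb1 (adjusted p = 0.209) and Mfge8 (0.183) were lost with the 5 models weighted equally.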

Some genes are present in more than
one category, but not all categories have been listed of each gene. See Supplemental Table A for a full list of genes by
general functional category and detailed annotations
Category Genes
Signal transduction Annexin-V, scavenger receptor-B2, KCNE1, peptidylglycine -amidating monooxygenase, S100A10, protein
phosphatase-1a, protein kinase inhibitor-, annexin-II, CNP, Sult1a1, Gata4, TSC22, PDE4a, YWK-II, FKBP1a,
dynein, SMARCB1, NPPB, CD151, phosphotidylinositol transfer protein-, MaoA, annexin-I, protein
phosphatase-1b, prostaglandin receptorF2-, Lsamp, NPPA, APP, granulin, CD9, KCNH2, MCP1, Slc3a2, PTPRO,
osteoprotegerin, RNF28, integrin-1, UNC-119, myoinositol monophosphatase-2
Cell growth/proliferation Ndrg4, annexin-V, Btg1, GADD45A, Hsp27, TIMP1, FSTL1, cyclin-D2, ribosomal protein-L6, EGLN3, CSRP2,
S100A4, ribosomal protein-S27, ribosomal protein-L3, granulin, cyclin-D1, Slc3a2, AIF1
Cell death/apoptosis Death-associated kinase-3, GADD45A, Mfge8, EGLN3, biglycan, fibronectin, S100A4, APP, PRG1, Hsp40
homologue-A4, osteoprotegerin, DNAJB5
Development Ndrg4, vesicle-associated membrane protein-5, annexin-II, Gata4, osteopontin, transgelin, EGLN3, Lsamp, CSRP2,
S100A4, PRG1, MCP1, Integrin-1, tropomyosin-4
Defense/inflammation Gpx3, CD1D, Psme1, osteopontin, Hsp27, complement C1-inhibitor, Thy1, Lysozyme, Hsp90A, annexin-I, FCGRT,
KLRG1, MCP1, AIF1, Pai1, complement C1qb, cathepsin-S, Fcgr3
Cytoskeletal/ecm organisation Protease nexin-1, ARGBP2, Actin- skeletal muscle, tubulin-1, CNP, osteopontin, procollagen type 3-1,
transgelin, Hsp27, -actin, TIMP1, cathepsin-L, profilin-1, TIMP2, MYL6, MYL9, biglycan, RLC, fibronectin, -actin
vascular smooth muscle, vimentin, thrombospondin-4, lysyl oxidase, osteoprotegerin, sarcosin, tropomyosin-4, Pai1,
cathepsin-S
Metabolism AQP7, aldehyde dehydrogenase-1a1, Pcyt2, 4-hydroxyphenylpyruvate dioxygenase, ACAT1, 2,4-dienoyl-CoA
reductase, dodecenoyl-CoA--isomerase, Slc25a5, OSCP, trifunctional protein-, trifunctional protein-, PS-PLa1,
GOT1, Sult1a1, GOT2, retinol-binding protein-1, CK-B, ornitine decarboxylase antizyme inhibitor, FACL2, Slc16a1,
cathepsin-L, ferritin light chain, GNPAT, glycogen phosphorylase, SDHA, guanylate kinase 1, NNT, natriuretic
peptide receptor-3, MaoA, enoyl-CoA hydratase-like, phosphofructokinase-muscle, ERp29, BCAT2, succinyl-CoA
ligase, ACAA2, FUCA1, Carbonic anhydrase-2, CK-mit, COX8h, DLAT, ETFA, PDHA2, Slc7a1, AMA-CR,
cathepsin-S, GAMT
Unknown Nuclear receptor binding factor-1, ICT1, major vault protein
Differences in gene expression patterns
between hypertrophic phenotypes
We next looked for the transcriptional responses
specific to each hypertrophy model by asking
which genes showed expression differences bet-
ween the different hypertrophic models, using
ANOVA. This analysis identified 44 genes with
differential expression between the models (Sup-
plemental Table B). 

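Nppa was at 2.41 ± 0.125 log2 after banding, 2.46 ± 0.159 after infarction, 1.32 ± 0.183 with the shunt, 0.57 ± 0.259 with angiotensin II and -0.09 ± 0.259 with Ditpa (Bonferroni adjusted p = 2.1e-05 for a difference between models, limma moderated F). Ankrd1, a stretch-responsive regulator of the sarcomere and nucleus, was at 0.55 ± 0.0648, 0.71 ± 0.082, 0.18 ± 0.0947, -0.39 ± 0.134 and -0.46 ± 0.134 in the same order (adjusted p = 0.000461). Clusterin (Clu), a secreted chaperone, was at 0.35 ± 0.0757, 0.68 ± 0.0957, 0.22 ± 0.111, -0.36 ± 0.156 and -0.51 ± 0.156 (adjusted p = 0.0493). Pam, the enzyme that amidates peptide hormones, ran from 0.43 ± 0.0738 after infarction to -0.48 ± 0.121 with Ditpa (adjusted p = 0.00462). In all, 10 probe sets passed: 4 of Nppa and 1 each of Acta1, Akip1, Ankrd1, Clu, Csrp2 and Pam. The count was 19 without shunt 3 weeks replicate 1 and without Ditpa replicate 1, 17 without Ditpa replicate 2, and 16 without shunt 8 weeks replicate 2. It was 27 with array weights and 30 with the methods' ANOVA on the 26 log2 ratios. After quantile normalization the calls of Ankrd1, Clu and Pam were lost (each at adjusted p = 1), and Nudt4 (0.0126), Acaa2 (0.00374) and Hadha (0.0369) passed instead.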

The genes represented 40
known genes, two ESTs and two replicates of ANP.
Of these genes, 15 differed only in fold change
between the models but were consistently either up-
or downregulated in all models compared to con-
trols (Supplemental Table B). 

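Akip1, an interaction partner of protein kinase A, was above 0 in every model: 2.15 ± 0.135 log2 after banding, 0.58 ± 0.197 with the shunt, 0.35 ± 0.278 with angiotensin II and 0.17 ± 0.278 with Ditpa, with infarction between banding and shunt (limma moderated F, Bonferroni adjusted p = 0.000811). These values are of 1 probe set of Akip1, at 1.27 on average, which passed the rank sum test, as did another of the gene at 1.31. The gene's 2 others, at -0.01 ± 0.0518 and 0.09 ± 0.0509 on average, did not pass it. The LIM protein Csrp2 lay above 0 as well, from 1.69 ± 0.14 after banding to 0.09 ± 0.205 with the shunt (adjusted p = 0.019). Akip1 and Csrp2 gave 2 of the 10 probe sets that differed between the 5 models, and the other 8 lay below 0 in at least 1 model. With the methods' ANOVA 5 of the probe sets that passed lay on the same side of 0 in all models.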

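Hearts treated with angiotensin II or Ditpa clustered apart from those of the surgical models. Clustering the 26 hypertrophic arrays on 44 probe sets divided them into 1 group with all 10 banding, 8 infarction and 4 shunt arrays and 1 group with the 2 angiotensin II and 2 Ditpa arrays. The 44 probe sets were those of an ANOVA with both hormones as 1 class, a grouping chosen after seeing the data, so they were picked for differing between these 2 groups of arrays. The 4 hormone arrays share 1 pair of vehicle arrays, which alone brings their ratios closer together.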

A hierarchic cluster
analysis of the 44 genes showed tight clustering of
the disease models but separate clustering of the
pharmacologically treated animals (Supplemental
Figure A). Thus, the differences between the mod-
els primarily resulted from differences between the
disease models and the pharmacologically treated
animals. 

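Between the surgical and hormone models the difference, surgical minus hormone, was 1.82 ± 0.242 log2 for Nppa (limma adjusted p = 7.3e-05), 1.18 ± 0.222 for Acta1 (0.00762), and 0.90 ± 0.125 for Ankrd1 (8.4e-05). It was 0.85 ± 0.146 for Clu (0.00242), 0.73 ± 0.113 for Pam (0.000515) and 0.66 ± 0.122 for 1 probe set of the small heat shock protein Hspb6 (0.0066). In all 19 probe sets were higher and 1 lower. Setting banding at 6 and 16 weeks apart in place of the 2 hormone groups called 139. That choice sets a model with 460 calls against groups that include the shunt (4 calls) and both hormones (0 each). It can hold real differences between models, so such choices cannot decide whether chance gave this count. Fetal heart genes had a median difference of 0.25 (camera adjusted p = 6.82e-07), matrix genes of 0.34 (1.57e-12) and cytoskeletal genes of 0.31 (3.8e-11), all holding with an estimated correlation. Fatty acid oxidation genes had one of -0.26 (adjusted p = 0.0843 with an estimated correlation). In the same contrast the 364 probe sets with a mean signal above 10000 had a median of 0.39, with 10.2% below 0. That is more than the fetal heart, matrix and cytoskeletal medians, so their size alone cannot be told apart from a shift of the brightest signals. Those bright probe sets had medians of -0.31 with angiotensin II and -0.36 with Ditpa. The mean matrix ratios there were -0.01 (SD 0.04) and -0.06 (SD 0.08). Cytoskeletal means were -0.04 (SD 0.01) and -0.05 (SD 0.11), and fetal heart means 0.09 (SD 0.08) and -0.05 (SD 0.12). These values argue against such a shift as the whole cause for these lists, though not for single genes. For angiotensin II limma called 0 probe sets (305 at an unadjusted p below 0.05, smallest adjusted p = 0.111) and for Ditpa 0 (280 unadjusted, smallest adjusted p = 0.33). The 20 became 6 after quantile normalization, where the calls of Acta1 (0.72, adjusted p = 0.362), Ankrd1 (0.24), Clu (0.30), Pam (0.24) and Hspb6 (0.05) were lost. It was 55 without banding sham 6 weeks replicate 4, 37 without Ditpa replicate 1 and 13 without vehicle replicate 1. The Acta1 call was also lost without vehicle replicate 2 (1.06, adjusted p = 0.189), and those of Clu (0.68, adjusted p = 0.311) and Hspb6 without vehicle replicate 1. The angiotensin II count was 4 without any 1 of its own or the vehicle arrays and 11 without either Ditpa array. With array weights angiotensin II called 194 (42 higher, 152 lower), Ditpa 152 (8 higher, 144 lower) and surgical minus hormone 241. The Ditpa count was 22 and 2 without its replicates 1 and 2 and 5 and 3 without vehicle replicates 1 and 2.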

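Among the surgical models, Acta1 was at 2.02 ± 0.115 log2 after banding, 1.57 ± 0.146 after infarction and 0.73 ± 0.168 with the shunt (Bonferroni adjusted p = 0.0238 for a difference, limma moderated F). Csrp2 was at 1.11 ± 0.178 after infarction, between its banding and shunt values (adjusted p = 0.0149). Akip1 differed as well (adjusted p = 0.00407), and these 3 probe sets were all that passed. The thiolase Acaa2 was at -0.95 ± 0.0824 after banding, -0.53 ± 0.104 after infarction and -0.16 ± 0.12 with the shunt (adjusted p = 0.161). The kinase Mapk7 was at -0.07 ± 0.0605, 0.01 ± 0.0766 and 0.05 ± 0.0884. The methods' ANOVA on the 22 surgical log2 ratios passed 7 probe sets. The 3 became 19, 13 and 1 without shunt 3 weeks replicate 1, shunt 8 weeks replicate 2 and shunt 8 weeks replicate 1, and 10 without banding sham 12 weeks replicate 4. The count was 7 without shunt sham 8 weeks replicate 3 or banding sham 30 weeks replicate 6, 6 without banding sham 6 weeks replicate 3 or 30 weeks replicate 5, and 5 without infarction sham 3 weeks replicate 1 or banding 12 weeks replicate 1.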

After exclusion of the pharmacologically
treated animals, only seven genes were differen-
tially expressed: Mapk7, skeletal -actin, Csrp2,
acetyl-CoA acyltransferase, ANP (two genes) and
an EST.
Confirmation by real-time PCR
To independently confirm the microarray data,
mRNA levels of eight genes were analysed by real-
time PCR (Figure 1). The real-time PCR analyses
all confirmed the microarray findings, although the
fold change tended to be greater when determined
by real-time PCR.

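On the arrays the 8 genes measured by PCR gave mean log2 ratios, ± SEM over 26 arrays, of 1.88 ± 0.169 for Nppa, 1.40 ± 0.139 for Acta1, 1.07 ± 0.149 for Csrp2, 0.66 ± 0.0922 for Tsc22d1 and 0.63 ± 0.0767 for Fstl1. S100a4 was at 0.36 ± 0.0792, Sorbs2 at 0.36 ± 0.0746, and the glycerol channel Aqp7 at -0.59 ± 0.0881. The ratio was above 0 in 25 arrays for Nppa, Acta1, Csrp2 and Tsc22d1, in 24 for Fstl1 and S100a4 and in 22 for Sorbs2, and below 0 in 24 arrays for Aqp7. Banding gave the widest change for Acta1 (1.99), Csrp2 (1.76), Tsc22d1 (1.02) and Aqp7 (-0.99), and infarction for Nppa (2.46), Fstl1 (0.90) and S100a4 (0.60). For S100a4, replicate 1 of infarction at 9 weeks was at 1.82 and the other infarction arrays at 0.16 to 0.72. Banding was at 0.42, so the place of infarction for S100a4 may rest on that 1 array. The PCR values themselves were not analysed here.

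**Figure D2:**
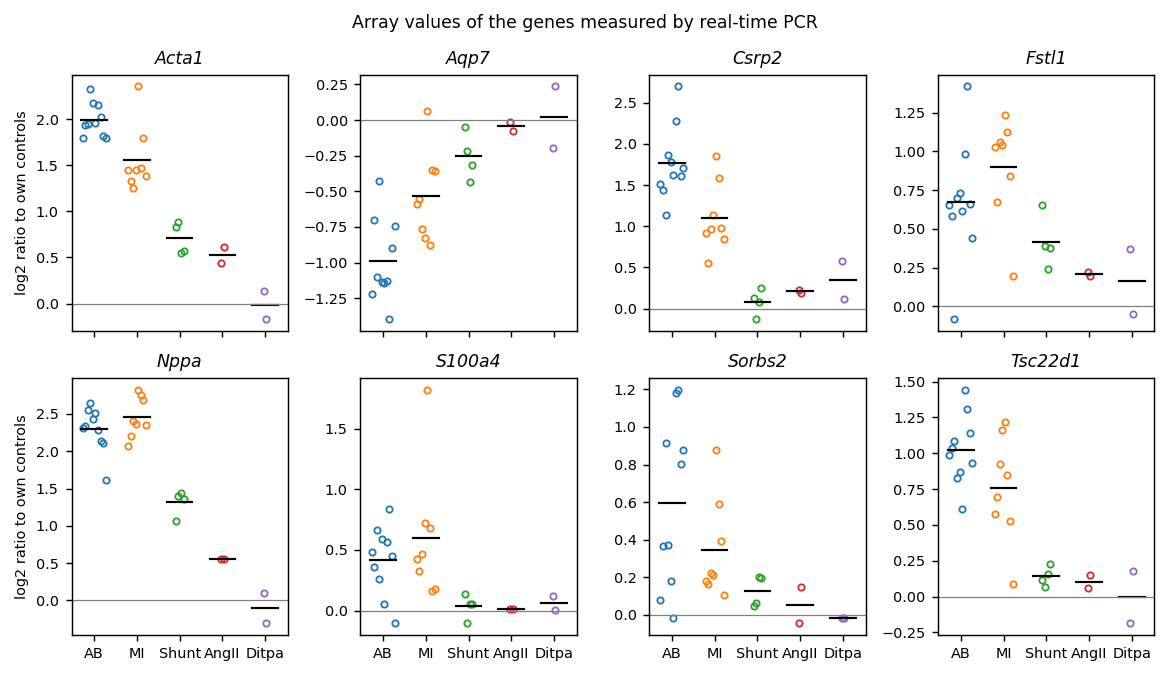
Log2 ratio to the mean of the 2 own controls for Acta1, Aqp7, Sorbs2, Csrp2, Fstl1, Nppa, S100a4 and Tsc22d1 on the arrays, by model. The mean over 26 arrays is highest for Nppa at 1.88 and lowest for Aqp7 at -0.59.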

Discussion
Our work addresses global aspects of gene regu-
lation in surgical and pharmacological models of
cardiac hypertrophy in mammals. Is there a com-
mon set of genes that largely defines cardiac hyper-
trophy in these models? To address this question,
we compared transcriptome responses among five
models of cardiac hypertrophy. We identified a set
of 139 genes and 13 ESTs that were commonly reg-
ulated in cardiac hypertrophy in response to diverse
Copyright  2004 John Wiley & Sons, Ltd. Comp Funct Genom 2004; 5: 459-470.
466 C. C. Strom et al.
Vehicle
Vehicle
Shunt
3-sham
Shunt
3-sham
Shunt
8-sham
Shunt
8-sham
MI
3-sham
MI
3-sham
MI9-sham
MI9-sham
AB-sham
AB-sham
AB12-sham
AB12-sham
AB16-sham
AB16-sham
AB30-sham
AB30-sham
Neonatal
Neonatal
AngII
AngII
Ditpa
Ditpa
Shunt
3
Shunt
3
Shunt
8
Shunt
8
MI
3
MI
3
MI
3
MI
3
MI
9
MI
9
MI
9
MI
9
AB
6
AB
6
AB
12
AB
12
AB
16
AB
16
AB
30
AB
30
AB
30
AB
30
EST
EST
Follistatin-related protein (FSTL1)
EST
Fibronectin
Vimentin
EST
Ribosomal protein L3
Retinol binding protein 1
Ribosomal protein L3
Annexin II
MYL6
Btg1
Integrin-beta1
CD9
Pyruvate dehydrogenase E1 alpha (PDHA2)
Ribosomal protein S27
Adenine nucleotide translocator 2 (Slc25a5)
Granulin
Cathepsin L
Protease nexin-1
S100A10
EST
Annexin 1
Lysyl oxidase
Procollagen type 3 alpha 1
Procollagen type 3 alpha 1
Tubulin-alpha1
Fibronectin
MYL9
MYL9
Slc7a1
Tropomyosin 4 (Tpm4)
Guanylate kinase 1
Annexin V
Annexin V
FKBP1a
Granulin
Ferritin light chain
Profilin1
Vesicle-associated membrane protein (vamp5)
Gata4
Actin-alpha vascular smooth muscle
Ribosomal protein L6
Tubulin-alpha1
ERp29
FCGRT
YWK-II
Death-associated kinase 3
Beta actin
Protease nexin-2 (APP)
Protease nexin-2 (APP)
Protein phosphatase 1a
Protein phosphatase 1b
Heat shock protein 27 (Hsp27)
EST
EST
Prostaglandin receptor F2-alpha
NPPA (ANP)
NPPA (ANP)
NPPA (ANP)
NPPA (ANP)
Biglycan
Actin-alpha skeletal muscle (ACTA1)
NPPB (BNP)
Arg/abl-interacting protein ArgBP2
Cysteine- and glycine-rich protein 2
Biglycan
Cyclin D2
Cyclin D2
PDE4a
Monocarboxylate transporter 1 (Slc16a1)
Lactadherin (Mfge8)
Dynein
Transgelin
Cyclin d1
Phosphotidylinositol transfer protein-beta
PRG1
Thy1
S100A4
Tissue inhibitor of metalloproteinase-1
Tissue inhibitor of metalloproteinase-1
Thrombospondin 4 (Tsp4)
Cyclic nucleotide phosphodiesterase
Osteopontin
TSC-22
Fucosidase-alpha-L-1 (FUCA1)
EST
Tissue inhibitor of metalloproteinase-2
Heat shock protein 90-alpha (H sp90A)
Monocarboxylate transporter 1 (Slc16a1)
Allograft inflammatory factor 1 (AIF1)
Glutathione peroxidase-3 (GPX3)
Glutathione peroxidase-3 (GPX3)
UNC-119
Arg/abl-interacting protein ArgBP2
Potassium channel (KCNE1)
Natriuretic peptide receptor-3 (NPR3)
Protein tyrosine phosphatase, receptor type, O
Osteoprotegerin
Scavenger receptor B2
PRG1
Myosin regulatory light chain
Ornitine decarboxylase antizyme inhibitor
Dihydrolipoamide acetyltransferase (DLAT)
Creatine kinase-B
Ndrg4
EGLN3
phosphate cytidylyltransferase 2 (pcyt2)
EGLN3
Sarcosin
Slc3a2
Peptidylglycine a-amidating monooxygenase
Peptidylglycine a-amidating monooxygenase
Heat shock protein 40 homolog A4
GADD45A
GADD45A
Heat shock protein 27 (Hsp27)
Protein kinase inhibitor alpha
CD151
KLRG1
Complement C1-inhibitor
Aldehyde dehydrogenase-1a1
Monoamine oxidase A (MaoA)
Monoamine oxidase A (MaoA)
EST
Fcgr3
Cathepsin S (CTSS)
Lysozyme
Complement C1qb
PS-PLa1
Plasminogen activator inhibitor-1 (Pai1)
Monocyte chemoattractant protein
Monocyte chemoattractant protein
DNAJB5
SMARCB1
Major vault protein
EST
EST
Aquaporin 7 (Aqp7)
Acetyl-CoA acyltransferase (Acaa2)
Enoyl-CoA hydratase-like
2,4-dienoyl-CoA reductase
Trifunctional protein-beta
Dodecenoyl-CoA-delta-isomerase
Succinyl-CoA ligase (SUCLG1)
Succinate dehydrogenase complex-subunit a
NAD transhydrogenase (NNT)
Fatty acid CoA ligase, long chain 2
Aspartate aminotransferase 1 (GOT1)
CD1D
Acetyl-CoA acyltransferase (Acat1)
Glycogen phosphorylase
Phosphofructokinase-muscle (PFKM)
Dodecenoyl-CoA-delta-isomerase
BCAT2
GNPAT
4-hydroxyphenylpyruvate dioxygenase (hpd)
4-hydroxyphenylpyruvate dioxygenase (hpd)
Myoinositol monophosphatase2
Trifunctional protein-alpha
Proteasome activator subunit alpha (psme1)
Aspartate aminotransferase 2 (GOT2)
EST
EST
ICT1
Ring finger protein 28 (RNF28)
Nuclear receptor binding factor1
COX8h
Guanidinoacetate methyltransferase (GAMT)
Alpha-methylacyl-CoA racemase (AMA-CR)
Lsamp
KCNH2
ETFA
ATP synthase 0 subunit
Creatine kinase-mit.
Creatine kinase-mit.
Sult1a1
Carbonic anhydrase2
-1.35 0.15 1.66
Hypertrophy
N
Control
Vehicle
Vehicle
Shunt
3-sham
Shunt
3-sham
Shunt
8-sham
Shunt
8-sham
MI
3-sham
MI
3-sham
MI9-sham
MI9-sham
AB-sham
AB-sham
AB12-sham
AB12-sham
AB16-sham
AB16-sham
AB30-sham
AB30-sham
Neonatal
Neonatal
AngII
AngII
Ditpa
Ditpa
Shunt
3
Shunt
3
Shunt
8
Shunt
8
MI
3
MI
3
MI
3
MI
3
MI
9
MI
9
MI
9
MI
9
AB
6
AB
6
AB
12
AB
12
AB
16
AB
16
AB
30
AB
30
AB
30
AB
30
EST
EST
Follistatin-related protein (FSTL1)
EST
Fibronectin
Vimentin
EST
Ribosomal protein L3
Retinol binding protein 1
Ribosomal protein L3
Annexin II
MYL6
Btg1
Integrin-beta1
CD9
Pyruvate dehydrogenase E1 alpha (PDHA2)
Ribosomal protein S27
Adenine nucleotide translocator 2 (Slc25a5)
Granulin
Cathepsin L
Protease nexin-1
S100A10
EST
Annexin 1
Lysyl oxidase
Procollagen type 3 alpha 1
Procollagen type 3 alpha 1
Tubulin-alpha1
Fibronectin
MYL9
MYL9
Slc7a1
Tropomyosin 4 (Tpm4)
Guanylate kinase 1
Annexin V
Annexin V
FKBP1a
Granulin
Ferritin light chain
Profilin1
Vesicle-associated membrane protein (vamp5)
Gata4
Actin-alpha vascular smooth muscle
Ribosomal protein L6
Tubulin-alpha1
ERp29
FCGRT
YWK-II
Death-associated kinase 3
Beta actin
Protease nexin-2 (APP)
Protease nexin-2 (APP)
Protein phosphatase 1a
Protein phosphatase 1b
Heat shock protein 27 (Hsp27)
EST
EST
Prostaglandin receptor F2-alpha
NPPA (ANP)
NPPA (ANP)
NPPA (ANP)
NPPA (ANP)
Biglycan
Actin-alpha skeletal muscle (ACTA1)
NPPB (BNP)
Arg/abl-interacting protein ArgBP2
Cysteine- and glycine-rich protein 2
Biglycan
Cyclin D2
Cyclin D2
PDE4a
Monocarboxylate transporter 1 (Slc16a1)
Lactadherin (Mfge8)
Dynein
Transgelin
Cyclin d1
Phosphotidylinositol transfer protein-beta
PRG1
Thy1
S100A4
Tissue inhibitor of metalloproteinase-1
Tissue inhibitor of metalloproteinase-1
Thrombospondin 4 (Tsp4)
Cyclic nucleotide phosphodiesterase
Osteopontin
TSC-22
Fucosidase-alpha-L-1 (FUCA1)
EST
Tissue inhibitor of metalloproteinase-2
Heat shock protein 90-alpha (H sp90A)
Monocarboxylate transporter 1 (Slc16a1)
Allograft inflammatory factor 1 (AIF1)
Glutathione peroxidase-3 (GPX3)
Glutathione peroxidase-3 (GPX3)
UNC-119
Arg/abl-interacting protein ArgBP2
Potassium channel (KCNE1)
Natriuretic peptide receptor-3 (NPR3)
Protein tyrosine phosphatase, receptor type, O
Osteoprotegerin
Scavenger receptor B2
PRG1
Myosin regulatory light chain
Ornitine decarboxylase antizyme inhibitor
Dihydrolipoamide acetyltransferase (DLAT)
Creatine kinase-B
Ndrg4
EGLN3
phosphate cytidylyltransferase 2 (pcyt2)
EGLN3
Sarcosin
Slc3a2
Peptidylglycine a-amidating monooxygenase
Peptidylglycine a-amidating monooxygenase
Heat shock protein 40 homolog A4
GADD45A
GADD45A
Heat shock protein 27 (Hsp27)
Protein kinase inhibitor alpha
CD151
KLRG1
Complement C1-inhibitor
Aldehyde dehydrogenase-1a1
Monoamine oxidase A (MaoA)
Monoamine oxidase A (MaoA)
EST
Fcgr3
Cathepsin S (CTSS)
Lysozyme
Complement C1qb
PS-PLa1
Plasminogen activator inhibitor-1 (Pai1)
Monocyte chemoattractant protein
Monocyte chemoattractant protein
DNAJB5
SMARCB1
Major vault protein
EST
EST
Aquaporin 7 (Aqp7)
Acetyl-CoA acyltransferase (Acaa2)
Enoyl-CoA hydratase-like
2,4-dienoyl-CoA reductase
Trifunctional protein-beta
Dodecenoyl-CoA-delta-isomerase
Succinyl-CoA ligase (SUCLG1)
Succinate dehydrogenase complex-subunit a
NAD transhydrogenase (NNT)
Fatty acid CoA ligase, long chain 2
Aspartate aminotransferase 1 (GOT1)
CD1D
Acetyl-CoA acyltransferase (Acat1)
Glycogen phosphorylase
Phosphofructokinase-muscle (PFKM)
Dodecenoyl-CoA-delta-isomerase
BCAT2
GNPAT
4-hydroxyphenylpyruvate dioxygenase (hpd)
4-hydroxyphenylpyruvate dioxygenase (hpd)
Myoinositol monophosphatase2
Trifunctional protein-alpha
Proteasome activator subunit alpha (psme1)
Aspartate aminotransferase 2 (GOT2)
EST
EST
ICT1
Ring finger protein 28 (RNF28)
Nuclear receptor binding factor1
COX8h
Guanidinoacetate methyltransferase (GAMT)
Alpha-methylacyl-CoA racemase (AMA-CR)
Lsamp
KCNH2
ETFA
ATP synthase 0 subunit
Creatine kinase-mit.
Creatine kinase-mit.
Sult1a1
Carbonic anhydrase2
-1.35 0.15 1.66
Hypertrophy
N
Control
Figure
2.
Hierarchic
cluster
analysis
based
on
179
genes
with
a
unified
gene
expression
response
in
different
phenotypes
of
cardiac
hypertrophy.
The
distances
between
genes
were
calculated
as
the
angle
between
the
vectors
constituted
by
the
log
2
fold
changes
and
a
weighted
pair-group
average
linkage
was
used
for
clustering.
Each
column
represents
a
tissue
sample
and
each
row
represents
a
gene.
Increasing
intensity
of
red
indicates
upregulation
and
green
downregulation.
Genes
with
no
change
in
expression
are
displayed
in
a
light
shade
of
green
as
illustrated
in
the
colour
bar
at
the
bottom
of
the
figure.
Genes
with
the
most
similar
expression
profiles
across
experiments
are
clustered
together.
The
dendrogram
shows
gene
clustering
based
on
all
the
samples.
The
clustering
algorithm
was
applied
to
the
genes
only.
Gene
names
are
listed
to
the
right
and
sample
identity
at
the
top.
Neonatal
samples
were
included
for
comparison.

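The 2 neonatal arrays were compared with the 9 adult control groups. The paper describes no dissection of the neonatal hearts, so age cannot be told apart from a difference in tissue or preparation. Postn, a matrix gene, was higher by 5.02 ± 0.414 log2, the slow skeletal troponin Tnni1 by 4.33 ± 0.0808 and Cdk1 by 4.19 ± 0.182. Also higher were the imprinted RNA H19 by 3.48 ± 0.111 and the atrial light chain Myl4 by 3.35 ± 0.201 (limma adjusted p from 4.2e-11 to 2.74e-28, above 0 in both neonatal arrays). Lower were the carboxylesterase Ces1d at -4.28 ± 0.35, Maoa at -3.68 ± 0.163, mitochondrial creatine kinase Ckmt2 at -3.50 ± 0.151 and the titin cap Tcap at -2.91 ± 0.164. Of 19 cell cycle genes 14 were higher, also 14 when adjusted over the list alone (median 0.43, camera adjusted p = 9.33e-09). Of 14 genes of the citrate cycle and pyruvate oxidation 9 were lower, 10 when adjusted over the list alone (median -0.48, camera adjusted p = 5.06e-05). Both calls hold with an estimated correlation. Ribosomal protein genes had 27 higher and 3 lower of 42 (median 0.47, adjusted p = 0.202 with an estimated correlation). Oxidative phosphorylation genes had 2 higher and 25 lower of 38 (median -0.45, adjusted p = 0.15 with an estimated correlation). The 364 probe sets with a mean signal above 10000 had a median of -0.30 here, against -0.07 for the others. The size of the lower list medians may partly reflect that shift. In all 1357 probe sets were higher and 1489 lower, 1551 and 1742 in total without neonatal replicates 1 and 2. Against the vehicle group alone 1233 were called.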

Abbreviations:
mi,
myocardial
infarction;
ab,
aortic
banding;
ang2,
angiotensin
II;
Ditpa,
3,5-diiodothyropropionic
acid.
The
numbers
after
the
sample
names
correspond
to
the
number
of
weeks
after
surgery
that
the
samples
were
taken
Copyright  2004 John Wiley & Sons, Ltd. Comp Funct Genom 2004; 5: 459-470.
Gene expression in cardiac hypertrophy 467
Down-regulated
14%
6%
77%
3%
Up-regulated
8%
10%
13%
13%
14%
23%
19%
metabolism
signal transduction
cytoskeletal/ecm organisation
defence/inflammation
cell growth/proliferation
development
cell death/apoptosis
26%
22%
15%
12%
10%
8%
6%
All
Figure 3. Known genes (n = 139) with common expression in all hypertrophic models were categorized based on function,
as determined from database searches. Genes involved in the cytoskeleton/extracellular matrix (ecm) organization, cell
death/apoptosis, and cell growth/proliferation were exclusively upregulated. 

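Genes that Table 3 places under cytoskeletal and matrix organisation were measured for 27 of 28, and 22 rose, 0 fell and 5 did not pass for the average effect by limma (median 0.32 log2), with 3 below 0. These 3 are Lox and Tpm4, at -0.04 each, and Myl6 at -0.02, by the brightest probe set. Another probe set of Lox (0.51) and another of Tpm4 (0.27) passed the signed rank test, and none of Myl6 did. Under cell death 10 of 12 rose and 2 did not pass (median 0.31, 1 below 0), and under growth and proliferation 12 of 17 rose and 5 did not pass (median 0.34, 0 below 0). The 1 below 0 under cell death is Srgn at -0.01, matched by hand to the table's PRG1. The paper's figure of commonly regulated genes has PRG1 among the higher genes, while no probe set of Srgn passed the signed rank test. That match is therefore doubtful, and so is this exception. A matrix example is type III collagen (Col3a1), at 0.50 ± 0.0769 (24 of 26 arrays, adjusted p = 6.79e-05) and 1.00 ± 0.147 after infarction. These genes were chosen by the study on the same arrays, so the counts are not independent evidence.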

The vast majority of downregulated genes
were involved in the -oxidation of fatty acids
and naturally occurring pathological stimuli, such
as pressure overload, volume overload and myocar-
dial infarction. Overall, this outcome is important
for two reasons. First, these transcriptome changes
are likely to signify molecular events necessary
for, or a consequence of, the hypertrophic process
in these models. Second, using a global approach,
our data support and expand the notion of a uni-
versal gene program underlying cardiac hypertro-
phy in response to multiple diversified stimuli.
This paradigm was previously based on transcrip-
tional changes in a small set of genes, including
immediate early genes, ANP, BNP, and sarcomer
genes constituting the socalled `fetal gene program'
(Chien et al., 1991).

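Fetal heart genes were higher: Nppa in 25 of 26 arrays (limma adjusted p = 3.45e-16) and the related brain natriuretic peptide Nppb by 0.93 ± 0.0835 log2, also in 25 arrays (adjusted p = 2.44e-09). Of 14 measured fetal heart genes 4 rose and 10 did not pass, and 7 were higher when adjusted over the list alone, with a median of 0.12 (camera adjusted p = 2.35e-09). Of 5 atrial myocyte markers, 3 of which (Nppa, Myl4 and Myl7) are in the fetal list too, 2 were higher (Nppa and Pam), 3 when adjusted over the list alone, with a median of 0.17 (camera adjusted p = 3.09e-05). The transcription factor Gata4 was at 0.06 ± 0.0366 (15 arrays, adjusted p = 0.505), and was called as the mean of its probe sets (0.19, adjusted p = 0.00315) and, on a second probe set (0.33), by the rank sum test. Immediate early genes, transcribed within minutes of a stimulus, had 0 higher and 0 lower of 18 by limma, 1 higher when adjusted over the list alone, and a median of 0.01 (camera adjusted p = 0.981). From the genes shared between the models, the paper proposes that these changes are needed for hypertrophy or follow from it, and it states that they extend the notion of a general gene program of the hypertrophied heart.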

Many genes in our core set including ANP, BNP,
-actin, procollagen, fibronectin, GATA4, riboso-
mal proteins, biglycan, vimentin, Hsp27, TSC22,
PAI1, and osteopontin were consistently regu-
lated in previous microarray studies analyzing the
myocardium after MI in rats, in failing hearts from
hypertensive rats, in neonatal and adult mice and
in failing and hypertrophic human hearts (Sup-
plemental table A) (Anversa et al., 1983; Barrans
et al., 2002; Friddle et al., 2000; Hwang et al.,
2000, 2002; Schoenfeld et al., 1998; Sehl et al.,
Copyright  2004 John Wiley & Sons, Ltd. Comp Funct Genom 2004; 5: 459-470.
468 C. C. Strom et al.
2000; Stanton et al., 2000; Yang et al., 2000).
Remarkably, although these studies employed dif-
ferent experimental setups and microarray tech-
nologies, including self-made or customized arrays
containing cDNAs or oligonucleotides, and dif-
ferent clustering algorithms, they reported many
similar transcriptome changes, of which the most
highlighted were upregulation of ecm proteins
(Anversa et al., 1983; Barrans et al., 2002; Friddle
et al., 2000; Hwang et al., 2000, 2002; Schoen-
feld et al., 1998; Sehl et al., 2000; Stanton et al.,
2000; Yang et al., 2000). Employing two hormone-
induced hypertrophy models in mice, Friddle et al.
(2000) found 38 annotated gene changes, of which
16 was included in our common hypertrophy
genes. Using Affymetrix arrays, Weinberg et al.
(2003) reported increased expression of a number
of genes in response to acute and chronic pressure
overload in male and female mice. Of 12 483 tested
genes, 68 genes were upregulated in males and
females, of which several were consistent with our
results, including ornitine decarboxylase antizyme
inhibitor, fibronectin, tissue-inhibitor of metallo-
proteinase, procollagen, glutatione peroxidase 3,
nexin, thrombospondin, biglycan, skeletal -actin,
-actin and ANP. However, to the best of our
knowledge no other study compares transcriptome
changes across the multiple forms of hypertrophy
we here employed. Furthermore, the large sample
set (n = 46) allowed us to use the Bonferroni cor-
rection that reduces the amount of false positives.

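In these rat hearts thrombospondin-4 (Thbs4), a matrix glycoprotein, rose by 0.64 ± 0.128 log2 on average (22 of 26 arrays, limma adjusted p = 0.00137). The extracellular glutathione peroxidase Gpx3 rose by 0.48 ± 0.0616 (22 arrays, adjusted p = 3.43e-06) and the antizyme inhibitor Azin1, which raises polyamine synthesis, by 0.21 ± 0.0553 (21 arrays, adjusted p = 0.0182). After banding they rose by 1.00 ± 0.193, 0.60 ± 0.0932 and 0.32 ± 0.0837 (adjusted p = 0.00109, 5.37e-05 and 0.0156). A second probe set of Azin1, at 0.34 on average, passed the signed rank test. With the 5 models weighted equally the calls of Thbs4 (adjusted p = 0.265) and Azin1 (0.445) were lost, and that of Azin1 also without vehicle replicate 2 (0.0517).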

We employed diverse pathological stimuli to
induce hypertrophy in the animals, but only a few
genes were differentially expressed between the
models (44 genes). The transcriptome differences
between models were primarily between the sur-
gical models and the hormone-stimulated models,
which could be due to the selective nature of hor-
mone stimulation as compared to more complex
stimuli in the surgical models. Perhaps predictably,
hormone infusion might be less suited for deter-
mination of genes regulated by pathophysiological
processes in vivo than actual disease models.

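Postn was at 1.82 ± 0.269 log2 after banding and 2.20 ± 0.34 after infarction, Spp1 at 1.33 ± 0.316 and 1.78 ± 0.4, and Loxl1 at 1.00 ± 0.182 and 1.05 ± 0.23 (limma adjusted p from 2.47e-05 to 0.011). Of the 460 probe sets called after banding (287 higher, 173 lower), 402 had the same sign after infarction (87.4%, against 59.4% of all probe sets) and 344 with the shunt (74.8%, against 53.9%). Of the 171 called after infarction (149 higher, 22 lower), 159 had the same sign with the shunt (93%, against 57.5%). Angiotensin II shared the sign of 65.4% of the banding and 73.1% of the infarction probe sets (49.4% and 55.9% of all). For Ditpa the shares were 55.2% and 45.6% (51% and 50.2% of all). With the shunt 4 probe sets were called, all of Nppa, and 4 of these had the same sign with angiotensin II and 0 with Ditpa. Nudt4, a diphosphoinositol phosphate hydrolase, at -0.75 ± 0.0902 (adjusted p = 8.11e-07), and the acyl-CoA thioesterase Acot2, at -0.70 ± 0.171 (0.00985), were among the lowest after banding. The enoyl reductase Mecr, at -0.45 ± 0.0968 (0.00747), and the dopamine receptor Drd4, at -0.43 ± 0.0997 (0.0135), were among them after infarction. After quantile normalization banding called 239 higher and 288 lower and infarction 118 higher and 43 lower. Banding called 270 with array weights and 240 with the compared groups alone, where infarction called 72. A shared sign says nothing of a shared size. The infarction count was 66 without infarction sham 3 weeks replicate 2, 86 without infarction sham 9 weeks replicate 5, 293 without infarction 9 weeks replicate 4 and 481 with array weights. The shunt count was 302 and 38 without shunt 3 weeks replicate 1 and 8 weeks replicate 2, and 29, 9, 16 and 11 without shunt sham 3 weeks replicates 4 and 3 and 8 weeks replicates 3 and 4.

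**Figure D3:**
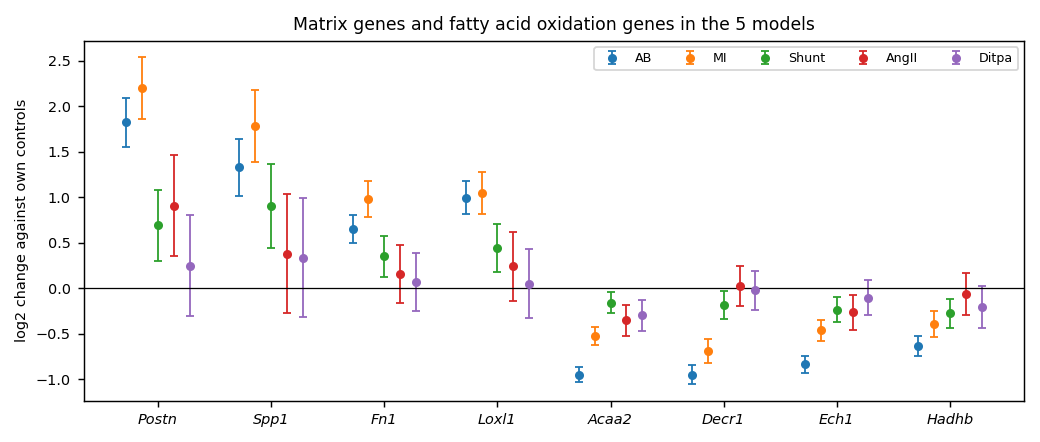
Log2 effect ± SE of Postn, Spp1, Fn1, Loxl1, Acaa2, Decr1, Ech1 and Hadhb in aortic banding, myocardial infarction, shunt, angiotensin II and Ditpa. Postn ranges from 2.20 after infarction to 0.25 with Ditpa, and Decr1 from -0.95 after banding to 0.02 with angiotensin II.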

Although these findings indicate that overall the
gene expression in the different surgical models is
more similar than different, it should be taken into
consideration that this study was designed primar-
ily to identify a common trunk of genes across
models. The statistical power declines when sub-
grouping samples, resulting in an increased risk
of type 2 errors, i.e. missing genes that actually
change. In addition, we used a conservative statisti-
cal correction (Bonferroni) to keep type 1 statistical
error (false positives) low despite the multiple com-
parisons (total < 0.05). 

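At a Benjamini-Hochberg threshold of 0.05 the limma moderated F test passed 24 probe sets for a difference between the 5 models and 14 for one between the 3 surgical models. All 10 that pass the Bonferroni correction over 5 models are among the 24, and 4 of the 24 lay on the same side of 0 in every model.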

Had we used a less strin-
gent statistical approach, we could have found a
higher number of transcriptome changes between
the models.
Our data suggest that the essential attributes
of hypertrophic remodelling of the myocardium
include:
1. Activation of growth-inducing molecules, inclu-
ding enhanced expression of growth factors
(Mcp, S100A4, Mgfe8 and granulin, both EGF-
like proteins), cyclin D2, FSTL1 (growth factor
implicated in cancer), TGF signalling proteins,
and several ribosomal proteins.

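The chemokine Ccl2 rose by 0.45 ± 0.116 log2 on average (23 of 26 arrays, limma adjusted p = 0.0156), with 1.39 ± 0.363 under angiotensin II (adjusted p = 0.407). The ribosomal protein gene Rpl3 rose by 0.41 ± 0.095 (23 arrays, adjusted p = 0.00625), while Rpl6 was at 0.17 ± 0.0547 (22 arrays, adjusted p = 0.0587). Of 42 ribosomal protein genes 3 rose, 0 fell and 39 did not pass, 4 higher when adjusted over the list alone, with a median of 0.04 (camera adjusted p = 0.0365; adjusted p = 0.643 with an estimated correlation). This list call was lost without any 1 of 15 arrays, at adjusted p up to 0.694 without banding 12 weeks replicate 2. The Ccl2 call was lost without vehicle replicate 1 (adjusted p = 0.0629) and without the hormone groups (0.27, adjusted p = 0.205), and that of Rpl3 with the 5 models weighted equally (0.289). Rpl6 was called as the mean of its probe sets and without any 1 of 7 arrays, for instance banding 12 weeks replicate 1 (0.0204).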

2. Activation of multiple signalling modules, inclu-
ding those leading to: (a) accumulation of inos-
itol phosphates (enhanced expression of recep-
tors that stimulate PI accumulation), PI trans-
fer protein-B (engaged in phospholipid trans-
port), CD9 and CD151 (link PKC to specific
integrins), and myoinositol monophosphatase,
and (b) changes in Ca2+
handling, ion-channels
(KCNE1 and KCNH2) and channel-associated
proteins, dubbed annexins.

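Among signalling genes, the prostaglandin F receptor Ptgfr, which couples to inositol phosphate release, was higher in all 26 arrays, by 0.31 ± 0.041 log2 (limma adjusted p = 5.03e-06). The potassium channel subunit Kcne1 rose by 0.37 ± 0.0857 (25 arrays, adjusted p = 0.00683) and the tetraspanin Cd151 by 0.32 ± 0.0873 (24 arrays, adjusted p = 0.022). The phosphatidylinositol transfer protein Pitpnb rose by 0.15 ± 0.0417 (23 arrays, adjusted p = 0.0335), while the tetraspanin Cd9 was at 0.16 ± 0.0765 (18 arrays, adjusted p = 0.304). The inositol monophosphatase Impa2 was lower at -0.38 ± 0.0788 (2 arrays higher, adjusted p = 0.00198) and the potassium channel Kcnh2 at -0.16 ± 0.0487 (2 arrays higher, adjusted p = 0.0422). Of 27 calcium handling and ion channel genes 1 rose (Kcne1) and 1 fell (Kcnh2), the same 1 and 1 when adjusted over the list alone, with a median of -0.01 (camera adjusted p = 0.17). The calls of Kcne1 (adjusted p = 0.374), Cd151 (0.306), Pitpnb (0.495), Impa2 (0.368) and Kcnh2 (0.442) were lost with the 5 models weighted equally. That of Kcnh2 was lost without any 1 of 27 arrays and as the mean of its probe sets, that of Pitpnb without any 1 of 13 and after quantile normalization (0.202), and that of Cd151 without vehicle replicate 1 (0.0686). Cd9 was called as the mean of its probe sets (0.28, adjusted p = 0.0128). A second probe set of Pitpnb, at 0.205, passed the rank sum test.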

3. 

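Sorbs2 (ArgBP2), an adaptor of Z-discs and stress fibres, rose by 0.30 ± 0.0584 log2 on average (22 of 26 arrays, limma adjusted p = 0.00119), and the chromatin remodelling subunit Smarcb1 by 0.19 ± 0.0504 (24 arrays, adjusted p = 0.0217). Transgelin (Tagln), an actin-binding protein of smooth muscle, was at 0.14 ± 0.0437 (18 arrays, adjusted p = 0.0509) on average and rose by 0.31 ± 0.066 after banding (adjusted p = 0.00284). The dynein heavy chain Dync1h1, of the microtubule motor, was at 0.05 ± 0.0617 (18 arrays, adjusted p = 0.755) and at -0.08 ± 0.0933 after banding (adjusted p = 0.755), neither passing. Vimentin rose by 0.81 ± 0.132 and fibronectin by 0.98 ± 0.194 after infarction (adjusted p = 0.000351 and 0.00327). The Smarcb1 call was lost after quantile normalization (adjusted p = 0.0652) and without vehicle replicate 1 (0.0634) or 2 (0.052). Those of Smarcb1 (0.391) and Sorbs2 (0.242) were lost with the 5 models weighted equally. Tagln was called without any 1 of 13 arrays and as the mean of its probe sets (0.20).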

Enhanced remodelling through ecm and cytos-
keletal systems, including cytoskeletal-associa-
ted proteins, such as myosin and dynein (cytos-
keletal molecular motors), vimentin, SMAR-
CH1 (an actin-dependent regulator of chro-
matin remodelling), fibronectin, ecm proteases,
transgelin (participates in cytoskeleton assem-
bly), ArgBP2 (a Src-3 domain containing pro-
tein that binds to sarcomer elements) and inte-
grin are enhanced.
4. 

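Complement genes were among the defence genes that rose: the C1 inhibitor gene Serping1 by 0.43 ± 0.0826 log2 (25 of 26 arrays, limma adjusted p = 0.000925) and C1qb, a chain of the C1q recognition protein, by 0.38 ± 0.103 (24 arrays, adjusted p = 0.0238), and the protease C1s by 0.38 ± 0.0791 (22 arrays, adjusted p = 0.00259). Of 9 macrophage markers 3 were higher (Lyz2, C1qb and the lysosomal protease Ctss at 0.41 ± 0.107) and 4 when adjusted over the list alone. Their median was 0.13 (camera adjusted p = 0.0122; adjusted p = 0.15 with an estimated correlation). Lymphocyte and mast cell markers had 0 higher and 0 lower of 17 by limma, also 0 when adjusted over the list alone, with a median of 0.00 (camera adjusted p = 0.981). The C1qb call was lost without vehicle replicate 1 (adjusted p = 0.086), and with the 5 models weighted equally those of C1qb (0.432) and Serping1 (0.154) were lost.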

Engagement of defence and inflammation pro-
teins related to coagulation and lymphocyte acti-
vation were enhanced, such as annexins, pro-
tease nexin-1, pai-1, complement C1 inhibitor,
and complement C1gb).
5. Changes in genes involved in energy metabolism
suggest a shift away from lipids as the main
energy source in the myocardium, consistent
with previous reports (Stanton et al., 2000;
Yang et al., 2000). 

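In glycolysis and glycogen metabolism 1 of 21 rose (the monocarboxylate carrier Slc16a1 at 0.33 ± 0.0662 log2), 3 fell and 17 did not pass by limma. Adjusted over the list alone 3 were higher and 4 lower, with a median of -0.01 (camera adjusted p = 0.154). The 3 lower genes are the muscle enolase Eno3 at -0.55 ± 0.102 (5 of 26 arrays higher, adjusted p = 0.000602), the muscle phosphofructokinase Pfkm at -0.30 ± 0.05 and the glycogen phosphorylase Pygb at -0.23 ± 0.0531. The list of the citrate cycle and pyruvate oxidation had 14 measured genes. In it Suclg1, a subunit of succinyl-CoA ligase, fell at -0.26 ± 0.0615 (3 arrays higher, adjusted p = 0.00869). The aspartate aminotransferase Got1 fell at -0.20 ± 0.0401, and the dihydrolipoamide acetyltransferase Dlat rose by 0.20 ± 0.0589. In that list 1 was higher and 3 lower when adjusted over the list alone, with a median of -0.07 (camera adjusted p = 0.00203). The creatine shuttle had 1 of 6 higher (Ckb) and 2 lower, 1 and 4 when adjusted over the list alone (median -0.14, camera adjusted p = 0.134). Ckmt2, mitochondrial creatine kinase, was at -0.23 ± 0.0648 (2 arrays higher, adjusted p = 0.0257). The calls of Suclg1 (adjusted p = 0.343) and Ckmt2 (0.103) were lost with the 5 models weighted equally. That of Ckmt2 was also lost after quantile normalization (-0.14, adjusted p = 0.142) and without vehicle replicate 1 (0.128), banding sham 6 weeks replicate 4 (0.0546) or banding 16 weeks replicate 1 (0.0516).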

Several key regulatory genes
involved in fatty acid oxidation pathways,
e.g. acetyl-CoA acyltransferase, dienoyl CoA-
reducase, fatty acid CoA-ligase, dodecenoyl
CoA-isomerase, and enoyl CoA-hydratase were
Copyright  2004 John Wiley & Sons, Ltd. 

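The thiolase Acaa2, of the last step of the beta-oxidation cycle, was at -0.58 ± 0.0545 log2 on average (0 of 26 arrays higher, limma adjusted p = 5.93e-09). The dienoyl-CoA reductase Decr1 was at -0.56 ± 0.0696 (2 higher, adjusted p = 2.42e-06) and the dienoyl-CoA isomerase Ech1 at -0.51 ± 0.0612 (0 higher, adjusted p = 1.15e-06). The enoyl-CoA isomerase Eci1 was at -0.36 ± 0.0463 (3 higher, adjusted p = 3.42e-06) and the acyl-CoA ligase Acsl1, which activates fatty acids, at -0.36 ± 0.0599 (1 higher, adjusted p = 0.000191). After infarction alone Decr1 was lower at -0.69 ± 0.133, Acsl1 at -0.52 ± 0.115 and Ech1 at -0.46 ± 0.117 (adjusted p = 0.00268, 0.00844 and 0.0264). Without infarction sham 3 weeks replicate 2 the infarction call of Acsl1 was lost (adjusted p = 0.0804). That of Ech1 was lost without any 1 of 6 arrays, the 4 sham arrays, infarction 3 weeks replicate 5 and infarction 9 weeks replicate 2 (0.0541 to 0.131).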

Comp Funct Genom 2004; 5: 459-470.
Gene expression in cardiac hypertrophy 469
repressed, as depicted in Supplemental Figure B.
Many genes involved in the mitochondrial respi-
ratory chain, e.g. OSCP, SDHA, NNT, COX8h
and ETFA, were downregulated, indicating a
general defect in energy metabolism in hyper-
trophic hearts, as also noted by others (Stanton
et al., 2000; Yang et al., 2000).

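In the respiratory chain, the transhydrogenase Nnt, which regenerates mitochondrial NADPH, was lower at -0.33 ± 0.0525 log2 on average (2 of 26 arrays higher, limma adjusted p = 0.00011). The complex II subunit Sdha was at -0.26 ± 0.0521 (1 higher, adjusted p = 0.00161) and the ATP synthase subunit OSCP (Atp5po) at -0.26 ± 0.0451 (1 higher, adjusted p = 0.000273). The electron transfer flavoprotein subunit Etfa, which takes electrons from fatty acid oxidation, was at -0.19 ± 0.0375 (2 higher, adjusted p = 0.00147), and the cytochrome oxidase subunit Cox8b was at -0.16 ± 0.0659 (9 higher, adjusted p = 0.202). After banding 3 of the 38 oxidative phosphorylation genes fell, 7 when adjusted over the list alone (median -0.08, adjusted p = 0.281 with an estimated correlation). After infarction 1 fell, also 1 when adjusted over the list alone (median -0.05, adjusted p = 0.384 with an estimated correlation). The Sdha call was lost with the 5 models weighted equally (adjusted p = 0.0565). Cox8b was called without banding sham 6 weeks replicate 3 (-0.21, adjusted p = 0.0181) and as the mean of its probe sets (-0.26, adjusted p = 0.000142).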

A notable finding was that upregulation of three
annexins (I, II and V), members of a family of pro-
teins that have anticoagulant effects, inhibits leuko-
cyte infiltration, and form Ca2+
channels. 

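Annexin II (Anxa2), a calcium-dependent membrane-binding protein, was higher by 0.52 ± 0.07 log2 on average (25 of 26 arrays, limma adjusted p = 7.5e-06). Annexin V (Anxa5) rose by 0.39 ± 0.0661 (24 arrays, adjusted p = 0.000233) and annexin I (Anxa1), an inhibitor of leukocyte migration, by 0.29 ± 0.073 (24 arrays, adjusted p = 0.0115). After infarction they rose by 0.78 ± 0.134, 0.56 ± 0.126 and 0.61 ± 0.14 (adjusted p = 0.000675, 0.0115 and 0.0118). After banding Anxa1 was at 0.19 ± 0.11 (0.417). These are the 3 annexins called of 7 measured, with 4 higher when adjusted over the list alone and a median of 0.19 (camera adjusted p = 0.00016). The Anxa1 call was lost without vehicle replicate 1 (adjusted p = 0.0552) and with the 5 models weighted equally (0.153).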

Annexin
upregulation might have beneficial effects. Annexin
I peptides protect against ischaemia-reperfusion
injury of the myocardium, most likely by inhibit-
ing leukocyte infiltration (La et al., 2001). Annexin
channel formation might be required for changes in
Ca2+
homeostasis and gene expression in hyper-
trophic cardiomyocytes. In hypertrophic chron-
docytes, annexin-mediated Ca2+
influx activates
gene expression of Cbfa1, ATPase and osteocal-
cin, which are differentiation markers in these cells
(Wang et al., 2003).

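Granulin (Grn), a secreted growth factor precursor also made by macrophages, was higher by 0.34 ± 0.0728 log2 on average (24 of 26 arrays, limma adjusted p = 0.00342). By model it was at 0.46 ± 0.11 after banding (adjusted p = 0.00809), 0.49 ± 0.139 after infarction (0.0621), 0.22 ± 0.161 with the shunt (0.761), 0.07 ± 0.228 with angiotensin II (1) and 0.01 ± 0.228 with Ditpa (1). Its call was lost with the 5 models weighted equally (adjusted p = 0.244).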

Another interesting finding was increased expres-
sion of granulin, a growth factor that resembles the
EGF/TGF family, although granulin does not acti-
vate EGF receptors (Bateman et al., 1998). Gran-
ulins regulate differentiation/proliferation of mul-
tiple cells, including epithelial and haematopoi-
etic cells and carcinoma and breast cancer cell
lines. Granulin was found upregulated in human
glioblastomas in a cDNA microarray study (Liau
et al., 2000). Further work will reveal whether
granulin plays a role in cardiomyocyte hyper-
trophy. It should be noted that TSC-22 (TGF-
controlled transcription factor), FSTL1, and PAI-1
(TGF-induced effectors) were upregulated, sug-
gesting that activation of TGF family signalling
is involved in hypertrophy, as also noted by others
(Stanton et al., 2000).

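Tsc22d1, a transcription regulator induced by TGF-beta, was higher by 0.58 ± 0.0708 log2 on average (25 of 26 arrays, limma adjusted p = 1.46e-06). It rose by 0.98 ± 0.107 after banding and by 0.76 ± 0.135 after infarction (adjusted p = 1.72e-07 and 0.000968). Together with Fstl1 it makes the 2 genes that rose of 21 measured in TGF-beta signalling, where 19 did not pass, also 2 when adjusted over the list alone. The median was 0.04 (camera adjusted p = 0.0266; adjusted p = 0.115 with an estimated correlation). The list call was lost without banding sham 12 weeks replicate 4 (adjusted p = 0.0903) and without banding sham 30 weeks replicate 5 (0.056).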

In conclusion, we have identified a set of genes
common to several different clinically relevant
phenotypes of cardiac hypertrophy. These genes
are likely to be central to hypertrophic phenotype,
irrespective of the initiating cause.
Acknowledgements
We thank Paul C. Simpson, UCSF, for critical reading of the
manuscript, and Bettina Collin, Pernille Gundelach, Tordis
Christiansen and Katrine Kastberg for technical assistance.
The work was supported by the John and Birthe Meyer
Foundation; The Danish Heart Foundation (Grant Nos
01-1-2-59-22907, 99-1-2-31-22684); The Villadsen Family
Foundation; The Foundation of 17.12.1981, University
of Copenhagen, Rigshospitalet; and the Danish National
Research Foundation.
References
Agabiti-Rosei E, Muiesan ML. 1997. Prognostic significance of
left ventricular hypertrophy regression. Adv Exp Med Biol 432:
199-205.
Anversa P, Levicky V, Beghi C, McDonald SL, Kikkawa Y.
1983. Morphometry of exercise-induced right ventricular
hypertrophy in the rat. Circ Res 52: 57-64.
Aronow BJ, Toyokawa T, Canning A, et al. 2001. Divergent
transcriptional responses to independent genetic causes of
cardiac hypertrophy. Physiol Genom 6: 19-28.
Barrans JD, Allen PD, Stamatiou D, Dzau VJ, Liew CC. 2002.
Global gene expression profiling of end-stage dilated
cardiomyopathy using a human cardiovascular-based cDNA
microarray. Am J Pathol 160: 2035-2043.
Bateman A, Bennett HJP. 1998. Granulins: the structure and
function of a emerginc family of growth factores. J Endocrinol
158: 145-151.
Busk PK, Bartkova J, Strom CC, et al. 2002. Involvement of
cyclin D activity in left ventricle hypertrophy in vivo and
in vitro. Cardiovasc Res 56: 64-75.
Chien KR, Knowlton KU, Zhu H, Chien S. 1991. Regulation
of cardiac gene expression during myocardial growth and
hypertrophy: molecular studies of an adaptive physiologic
response. FASEB J 5: 3037-3046.
Friddle CJ, Koga T, Rubin EM, Bristow J. 2000. Expression
profiling reveals distinct sets of genes altered during induction
and regression of cardiac hypertrophy. Proc Natl Acad Sci USA
97: 6745-6750.
Golub TR, Slonim DK, Tamayo P, et al. 1999. Molecular
classification of cancer: class discovery and class prediction by
gene expression monitoring. Science 286: 531-537.
Hwang DM, Dempsey AA, Lee CY, Liew CC. 2000. Identifica-
tion of differentially expressed genes in cardiac hypertrophy by
analysis of expressed sequence tags. Genomics 66: 1-14.
Hwang JJ, Allen PD, Tseng GC, et al. 2002. Microarray gene
expression profiles in dilated and hypertrophic cardiomyopathic
end-stage heart failure. Physiol Genom 10: 31-44.
La M, D'Amico M, Bandiera S, et al. 2001. Annexin 1 peptides
protect against experimental myocardial ischemia-reperfusion:
analysis of their mechanism of action. FASEB J 15: 2247-2256.
Li C, Hung Wong W. 2001a. Model-based analysis of oligonu-
cleotide arrays: model validation, design issues and standard
error application. Genome Biol 2.
Li C, Wong WH. 2001b. Model-based analysis of oligonucleotide
arrays: expression index computation and outlier detection. Proc
Natl Acad Sci USA 98: 31-36.
Liau LM, Lallone RL, Seitz RS, et al. 2000. Identification of a
human glioma-associated growth factor gene, granulin, using
differential immunoadsorption. Cancer Res 60: 1353-1360.
Roberts CJ, Nelson B, Marton MJ, et al. 2000. Signalling and
circuitry of multiple MAPK pathways revealed by a matrix of
global gene expression profiles. Science 287: 873-880.
Copyright  2004 John Wiley & Sons, Ltd. Comp Funct Genom 2004; 5: 459-470.
470 C. C. Strom et al.
Schoenfeld JR, Vasser M, Jhurani P, et al. 1998. Distinct
molecular phenotypes in murine cardiac muscle development,
growth, and hypertrophy. J Mol Cell Cardiol 30: 2269-2280.
Sehl PD, Tai JT, Hillan KJ, et al. 2000. Application of cDNA
microarrays in determining molecular phenotype in cardiac
growth, development, and response to injury. Circulation 101:
1990-1999.
Stanton LW, Garrard LJ, Damm D, et al. 2000. Altered patterns
of gene expression in response to myocardial infarction. Circ
Res 86: 939-945.
Wang W, Xu J, Kirsch T. 2003. Annexin-mediated Ca2+
influx
regulates growth plate chondrocyte maturation and apoptosis. J
Biol Chem 278: 3762-3769.
Weinberg EO, Mirotsou M, Gannon J, et al. 2003. Sex dependence
and temporal dependence of the left ventricular genomic
response to pressure overload. Physiol Genom 12: 113-127.
Wollert KC, Taga T, Saito M, et al. 1996. Cardiotrophin-1
activates a distinct form of cardiac muscle cell hypertrophy.
Assembly of sarcomeric units in series VIA gp130/leukemia
inhibitory factor receptor-dependent pathways. J Biol Chem 271:
9535-9545.
Yang J, Moravec CS, Sussman MA, et al. 2000. Decreased
SLIM1 expression and increased gelsolin expression in failing
human hearts measured by high-density oligonucleotide arrays.
Circulation 102: 3046-3052.
Copyright  2004 John Wiley & Sons, Ltd. Comp Funct Genom 2004; 5: 459-470.

How the deposited data were processed for this re-analysis (not part of the article)

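Ventricular RNA from rat hearts, of the left ventricle for hypertrophic and control hearts, was measured on 46 Affymetrix RGU34A arrays. Each array was loaded with 1 RNA pool: 26 from hypertrophic hearts, 18 from sham or vehicle hearts and 2 from neonatal hearts. All 46 were used and 0 columns could not be mapped to a condition. Groups hold 2 or 4 arrays.

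The deposited values are linear intensity values, 1 per probe set and array, which the authors normalized between arrays by invariant rank fitting and summarised with the perfect match only model of dChip. That the table holds these values is inferred from the methods and the values, since no label names them. The 59 Affymetrix control probe sets are absent from the 8740 probe sets. Array medians run from 1002.6 to 1084.4, a ratio of 1.08, so no further scaling was applied. Correlations of log2 values between arrays of a group run from 0.965 to 0.994. Values below 16 were set to 16 (122 values, 1 of them at 0) before taking log2. Of the probe sets, 7006 carry 1 gene symbol, 308 several and 1426 none, and the text names genes only from the first class (4736 distinct symbols). Gapdh, Rps27, Hsp90aa1, Ftl1, Fcgr3 and Tuba1a have no probe set of that class and are left out, and the PCR measurements were not analysed here.

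Effects come from limma 3.58.1 in R 4.3.3: a mean for each of 20 groups, empirical Bayes without trend, 26 residual and 5.11 prior degrees of freedom, and contrasts of treated groups with their own sham or vehicle groups. Each model's effect is the mean over its time points, and the average effect is the mean over the 10 treated groups. A contrast's p-values were adjusted by Benjamini-Hochberg over all 8740 probe sets at 0.05. Differences between the 5 models and between the 3 surgical models were tested with a moderated F test and Bonferroni correction. For commonly regulated probe sets the methods name a Wilcoxon rank sum test on log fold changes of the hypertrophic samples. It was run here as an exact test of log2 ratios to the arithmetic mean of the 2 own controls, with Bonferroni correction. Since the test needs a second group, the ratios of the 18 control arrays to the same means were taken as that group, a choice that the methods do not state. For 42 probe sets with tied values a normal approximation corrected for ties was used.

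Gene lists were written from general knowledge before the data were examined, 19 of pathways and 11 of cell types. Each was tested with camera, adjusted over the 30 lists of a contrast, and its members were also adjusted over the list alone. The list called citrate cycle also holds genes of pyruvate oxidation. The pathway lists are fetal heart genes, fatty acid oxidation, oxidative phosphorylation, citrate cycle, glycolysis and glycogen, creatine energy shuttle, extracellular matrix, cytoskeleton, complement and inflammation, immediate early genes, chaperones, cell cycle, calcium handling and ion channels, genes raised and genes lowered by thyroid hormone, renin-angiotensin and endothelin, TGF-beta signalling, annexins and, taken by their symbols, ribosomal proteins. The cell type lists are cardiomyocyte, macrophage, lymphocyte and mast cell, fibroblast, smooth muscle, endothelial cell, adipocyte, blood cell, atrial myocyte, skeletal muscle, and nerve and Schwann cell.

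The rule for naming genes was set at the same time. It takes genes that the paper's results and discussion name as changed, though not all of them are given here, and the PCR genes, whose values in the paper had been seen. It adds the 15 higher and 15 lower genes with the largest average effect that pass and go the same way in all 10 treated groups, and the 10 higher and 10 lower for each model and for neonatal hearts. For differences between models and changes with time it takes the 10 smallest p-values, and for lists the largest changes that pass. A gene with several probe sets is given by the one with the highest mean signal.

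The steps were tested on simulated data of 8740 probe sets with 100 changed by 0.5 and 100 by 1 log2. Of these, limma called 99% and 100% for the average effect, 87% and 98% for banding, 76% and 99% for infarction, 63% and 97% for the shunt, 25% and 87% for angiotensin II and 19% and 85% for Ditpa. The rank sum test called 85% and 100%, the moderated F test over 5 models, for changes in banding alone, 14% and 82%, and the neonatal contrast 57% and 95%. In 20 simulated tables without any change the rank sum test made a call in 4 and the signed rank test in 18, with at most 1 and 5 calls.

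Alternatives planned beforehand were quantile normalization, a shift of each array to the same median, filters on dim probe sets, a floor of 50, array weights, trend and robust moderation, fits of the compared groups alone and leaving out each array. Others were the signed rank test, Benjamini-Hochberg in place of Bonferroni, leaving out each model, equal weights for the 5 models, the methods' ANOVA, a replicate block, gene means, a linear time trend and the vehicle group alone for neonatal hearts. Added after the data were seen were 5 further groupings for the ANOVA, 2 further signed rank settings and floors of 1 and 0.01.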

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

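No test reported in this part was chosen after its result was seen.

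Differences between models were few. For the 5 models 10 probe sets passed the moderated F test, and reassigning the 10 groups to models gave at most 10, so chance can be excluded at the 5% level. For the 3 surgical models 3 passed, against at most 3 in other assignments of the 8 groups, and chance can again be excluded. Between surgical and hormone models 20 probe sets differed, but choosing banding at 6 and 16 weeks as the pair of groups called 139. That choice sets a model with 460 calls against groups that include the shunt (4 calls) and both hormones (0 each). It can hold real differences between models, so this test cannot decide on chance. With time, 1 probe set changed between 6 and 30 weeks of banding, that of the stretch-responsive gene Ankrd1 at -0.98 ± 0.177 log2 (limma adjusted p = 0.0422), and it was not called after quantile normalization (-0.35, adjusted p = 0.605). That call was also lost without any 1 of 28 arrays, at adjusted p from 0.0503 without either array of banding at 12 weeks to 0.194 without replicate 5 of the 30 week sham group, while the count was 56 without replicate 4 and 19 without replicate 3 of the 6 week sham group. Between neonatal and adult control hearts, a comparison for which the paper gives no test, 2846 probe sets differed.

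Single arrays stood apart from the other 3 of their group in 7 of 114 values tested, where chance alone gives about 1 in 20, or 5.7. In replicate 2 of banding at 30 weeks the citrate cycle score was -0.28 (others -0.12 to -0.10), the macrophage score 0.55 (others 0.18 to 0.20) and the skeletal muscle score -0.39 (others -0.04 to -0.02). Fstl1 was at 0.67 in replicate 4 of infarction at 3 weeks (others 1.03 to 1.06). In replicate 2 of infarction at 9 weeks the genes raised by thyroid hormone scored -0.0576 (others 0.04 to 0.06) and those lowered by it -0.000266 (others 0.09 to 0.10). The nerve and Schwann cell score was -0.28 in replicate 3 of infarction at 9 weeks (others -0.02 to 0.01). Replicate 1 of infarction at 9 weeks is not among these 7, though it scored highest of its group in some lists, not in all. Its macrophage score was 1.14 (others 0.09 to 0.38) and its matrix score 1.055 (others 0.28 to 0.66). Its cytoskeletal score was 0.83 (others 0.29 to 0.51) and its annexin score 0.76 (others 0.17 to 0.40). Infarction values of these lists include that array.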

How the results depend on the processing

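Chosen after the data were seen were the 2 signed rank settings and the ANOVA groupings named as added and the floors of 1 and 0.01.

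Quantile normalization left 135 of 146 gene values on the same side of the threshold and weakened 11. Of 210 list values it left 181, weakened 14, strengthened 8 and reversed the direction of the list test in 7, with medians for cardiomyocyte with the shunt (0.000564), fatty acid oxidation (-0.00141), citrate cycle (0.12) and ribosomal proteins (0.027) with angiotensin II, and the same 3 with Ditpa (0.0616, 0.13 and 0.000668), not all of which changed sign. It gave 6 probe sets for surgical minus hormone models (5 higher, 1 lower), 5 higher and 1 lower for the shunt and 0 for banding 30 minus 6 weeks. The shift to the same median gave 254 higher and 183 lower on average, 215 and 218 for banding, and 0 for banding 30 minus 6 weeks. Filtering at the 25th percentile of signal gave 1 for infarction 9 minus 3 weeks, and filtering at the median 32 for surgical minus hormone, 1769 for neonatal, 3 for banding 30 minus 6 weeks and 1 for infarction 9 minus 3 weeks. Floors of 50, 1 and 0.01 changed none of these 146 and 210 calls. Array weights gave 270 for banding, 481 for infarction, 194 for angiotensin II (42 higher, 152 lower), 152 for Ditpa (8 higher, 144 lower), 241 for surgical minus hormone, 0 for banding 30 minus 6 weeks, 2 for infarction 9 minus 3 weeks and 27 for the 5 models. Trend and robust moderation gave 0 for banding 30 minus 6 weeks, and so did the linear trend over 4 times and the compared groups alone, which gave 240 for banding and 72 for infarction. Commonly regulated probe sets (smaller cluster in brackets) numbered 179 (42) with the signed rank test, 655 (166) with Benjamini-Hochberg, 10 (2) without banding, 28 (6) without infarction and 70 (12) without the shunt. The last 3 settings also have fewer arrays at the same threshold. The added signed rank settings gave smaller clusters of 69 after quantile normalization and 40 without hormone arrays. Equal weights for the 5 models gave 89 for the average effect and weakened 39 of the 74 gene values tested, not all of which were calls. For the 5 models the methods' ANOVA gave 30 and Benjamini-Hochberg 24, and for the 3 surgical models 7 and 14. Added ANOVA groupings gave 44 (hormones pooled), 51 (10 groups), 19 (without angiotensin II), 14 (without Ditpa) and 19 (8 surgical groups). Neonatal hearts against vehicle alone gave 1233. A replicate block gave 2 for angiotensin II and 0 for Ditpa, though replicate numbers do not pair these arrays (correlations of -0.0433, -0.0638 and -0.0834). Leaving out 1 array each gave 261 to 530 for the average, 310 to 604 for banding, 66 to 293 for infarction, 4 to 302 for the shunt, 0 to 11 for angiotensin II, 0 to 22 for Ditpa, 13 to 55 for surgical minus hormone, 1551 to 3042 for neonatal, 0 to 56 for banding 30 minus 6 weeks, 0 to 6 for infarction 9 minus 3 weeks and 0 to 104 for shunt 8 minus 3 weeks. It gave 95 to 138 commonly regulated probe sets (15 to 28), 8 to 19 for the 5 models, 1 to 19 for the 3 surgical models, 14 to 17 lists and 125 to 127 genes of Table 3, and the complement list with Ditpa was at 0.0721 without replicate 1 and -0.31 without replicate 2. The cause of these shifts was not tested. A lone array left in a group is assumed to vary like the others.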

Differences from the paper's values

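Chosen after the data were seen was the ANOVA with both hormones as 1 class, and the alternatives otherwise named were set before the data were examined.

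The paper counts 179 commonly regulated probe sets and the rank sum test here 117, both at Bonferroni 0.05. The values differ by at most 1.5 times with the signed rank test (179), the filters at the 25th percentile and the median (120 each), without the hormone arrays (154), without angiotensin II (129) and without Ditpa (156). They differ by more with quantile normalization (116), the median shift (110), the floor of 50 (117), log2 means of the controls (117), Benjamini-Hochberg (655), limma with Bonferroni (92) and without banding (10), infarction (28) or the shunt (70).

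Of these the paper has 42 lower, against 22 here. Quantile normalization (32), the median shift (28), the signed rank test (42) and leaving out the hormone arrays (30) come within 1.5 times. The filters (22 and 24), the floor of 50 (22), log2 means of the controls (23), Benjamini-Hochberg (166), limma with Bonferroni (27) and leaving out banding (2), infarction (6), the shunt (12), angiotensin II (26) or Ditpa (24) do not. The signed rank test is the setting under which the total, the 42 lower and the paper's 137 higher are all reached. In 20 tables simulated without any change it made a call in 18, and the rank sum test in 4. Neither count is therefore held at the Bonferroni level of 0.05, and the signed rank count less so.

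For differences between the 5 models the paper has 44 probe sets and the moderated F test here 10. The methods' ANOVA (30) comes within 1.5 times and Benjamini-Hochberg (24) does not. Of the paper's 44, the paper has 15 that go 1 way in all models, against 2 here, and neither the methods' ANOVA (5) nor Benjamini-Hochberg (4) comes within 1.5 times. The ANOVA with both hormones as 1 class, chosen after seeing the values and the 1 of 5 added groupings that did so, reaches 44 with 15 going 1 way, and how many of the paper's own probe sets it drops is not known because the paper's supplemental list was not at hand. Between the surgical models the paper has 7 and the moderated F test 3, where the methods' ANOVA gives 7 and Benjamini-Hochberg 14. Mapk7, Acaa2 and Nppa, which the paper names here, were not called by the moderated F test and were called by the methods' ANOVA.

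The paper's text has Psme1 among upregulated and Impa2 among activated genes, while its figure of commonly regulated genes places both in the lower cluster, as here at -0.15 and -0.38 log2. The paper names as changed S100a4, Cd9, Gata4, Cox8b, Acta2, Tagln, Rpl6 and Dync1h1, whose average effect did not pass, Dync1h1 under none of the settings. This holds for the brightest probe set of each. Other probe sets of Cd9 (0.40), Gata4 (0.33), Cox8b (-0.37), Acta2 (0.47) and Tagln (0.26) passed the rank sum test in the paper's direction, and 1 of Rpl6 (0.29) and that of S100a4 passed the signed rank test. As the mean of its probe sets each of Cd9, Gata4, Cox8b, Acta2, Tagln and Rpl6 was called, and without the hormone groups and with array weights S100a4, Acta2, Tagln and Rpl6 were called. The filter at the 25th percentile also called Tagln and Rpl6, the filter at the median S100a4, Tagln and Rpl6, and trend and robust moderation Tagln. Single arrays left out also called S100a4, Acta2, Cox8b, Tagln and Rpl6. Over the whole of Table 3, with directions taken from the figure, 91 of 98 higher genes lay above 0 and all 35 lower genes below 0. These counts are for the brightest probe sets and rest on names matched by hand. The match of PRG1 to Srgn, at -0.01, is doubtful.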

Other observations

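Chosen after the data were seen were the tests of all cardiomyocyte markers in the banding, infarction and shunt models.

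Thyroid and angiotensin target genes were read in the hormone hearts themselves. With Ditpa, a thyroid hormone analogue, the slow myosin heavy chain Myh7, which thyroid hormone represses, was at -0.63 ± 0.206 log2 (adjusted p = 0.454, and 0.0307 when adjusted over the list alone), and with angiotensin II it was at -0.62 ± 0.206 (adjusted p = 0.586, and 0.0361 over the list alone). Atp2a2 and Myh6, which thyroid hormone raises, were as far below 0 with Ditpa, at -0.61 ± 0.212 (adjusted p = 0.548) and -0.55 ± 0.294 (1), and all 3 have a mean signal above 10000. Genes lowered by thyroid hormone had a median of -0.12 with Ditpa (camera adjusted p = 0.0414; adjusted p = 0.069 with an estimated correlation). That call was lost without Ditpa replicate 2 (0.325), without vehicle replicate 1 (0.266), without either sham array of banding at 12 weeks (0.0518), without either banding array at 12 weeks (0.0502), without replicate 2 of banding at 30 weeks (0.052) and after quantile normalization (0.161). In the average effect 0 of 7 such genes passed by limma, also 0 when adjusted over the list alone (median -0.06, adjusted p = 0.0915). Genes raised by thyroid hormone were at -0.02 with Ditpa (adjusted p = 0.908) and on average had 0 of 12 passing, also 0 over the list alone (median -0.00, adjusted p = 0.935). The renin-angiotensin and endothelin list had 3 of 13 higher on average, also 3 over the list alone, with a median of 0.01 and a mean of 0.241 (camera adjusted p = 0.00203). They are the natriuretic peptide genes Nppa and Nppb and the natriuretic peptide clearance receptor Npr3 at 0.32 ± 0.0532 (adjusted p = 0.000159). Agt, Ace, Agtr1a, Agtr1b, Agtr2, Ece1 and Edn1 were not among them, so the list did not show the angiotensin and endothelin genes themselves to be higher. With angiotensin II its median was 0.12 (adjusted p = 0.0537), which passed after quantile normalization (0.0235) and without any 1 of 10 arrays (0.0281 to 0.0499), for instance vehicle replicate 2 (0.0472).

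Markers of several other cell types stayed below the threshold on average. By limma and over the list alone 0 of 10 endothelial (median -0.00, camera adjusted p = 0.752), 0 of 6 adipocyte (-0.03, 0.236), 0 of 4 blood cell (0.981, median -0.01, mean and test above 0) and 0 of 10 skeletal muscle markers (0.01, 0.981) passed. Of 6 nerve and Schwann cell markers 0 passed by limma, and over the list alone the growth cone gene Gap43 was higher at 0.20 and the neuropeptide Npy lower at -0.13 (median 0.00, adjusted p = 0.981).

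Also higher in neonatal hearts were the smooth muscle light chain Myl9 by 2.93 ± 0.132 log2, the microtubule regulator Stmn1 by 2.79 ± 0.193 and the tubulin Tubb5 by 2.64 ± 0.154. The complement protease C1s at -2.98 ± 0.184, the xanthine oxidase gene Xdh at -2.60 ± 0.213 and the laminin-binding integrin Itga7 at -2.32 ± 0.168 were lower. Maoa and C1s, which rose in hypertrophy, were thus lower in the neonatal heart, while Myl9 was higher in both.

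Reassigning arrays to treated and control within each time point called at most 10 probe sets for the average effect (really 455), 3 for the rank sum test (117), 125 for banding (460) and 132 for infarction (171), each real count being the 1 highest, so chance can be excluded for each. For the shunt there are too few assignments for a share under 5%, with 4 in the real one and 5 in the highest of the others, 2 of 18 reaching 4 or more. Between infarction at 9 and 3 weeks limma called 0 probe sets (509 at an unadjusted p below 0.05), and between the shunt at 8 and 3 weeks 0 (402). The first count was at most 6, without replicate 6 of the 9 week infarction sham group, and the second was 104 and 27 without shunt 3 weeks replicate 1 and 8 weeks replicate 2.

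With angiotensin II and Ditpa, 83.8% and 88.7% of the 364 probe sets with a mean signal above 10000 lay below vehicle, with medians of -0.31 and -0.36 log2. After quantile normalization these medians were -0.0143 and -0.0156, and the lower probe sets at an unadjusted p below 0.05 went from 191 to 70 and from 234 to 77. A compressed range of the brightest signals on these 4 arrays may therefore account for the lower direction, with the 99th percentile of log2 signal at 14.1 and 14.08 against 14.56 for vehicle. A lower level of the most abundant transcripts under both hormones stays open, since quantile normalization would remove it as well. The vehicle value lies within the 14.45 to 14.8 of the other control groups and the 2 hormone groups are the lowest of all 20, which argues against a high reading of the vehicle arrays.

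Probe sets selected in the other models by the signed rank test went the same way in the model left out for 86.8% in infarction (62.7% of all probe sets), 78.2% in banding (58.4%), 73.4% with the shunt (57.3%), 62.6% with angiotensin II (53.9%) and 54.9% with Ditpa (52%). For each hormone the selection used the 22 surgical arrays, so both hormones were left out together. The selections held 631 to 1338 probe sets, under a looser threshold than the Bonferroni one that gave 179. A response shared between models is consistent with the infarction value, which exceeds the 80% set beforehand. The Ditpa value falls under the 60% set beforehand, so a shared direction was not seen there, and the other 3 lie between. Quantile normalization left the 5 pooled shares at 86.7%, 79.5%, 71.7%, 61.4% and 54.8%, but shifted them by direction, from 64.2% to 75% for lower and 87% to 82.4% for higher probe sets in banding and from 51.3% to 60% and 68.9% to 62.2% with angiotensin II, so scaling is argued against for the pooled shares alone. Whether Ditpa hearts respond differently or too weakly to be read on 2 arrays stays open.

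The lower fatty acid oxidation genes could reflect a smaller share of cardiomyocyte RNA, which would lower cardiomyocyte markers as much. After banding the 12 markers had a median of 0.13 (SD 0.209, mean scores by time from -0.09 to 0.33), against -0.37 for the 28 oxidation genes. The difference remained after taking off the 0.09 median of all probe sets above 10000, and after quantile normalization at -0.01 (SD 0.198) against -0.40. These values argue against such a share as the whole cause there, provided that hypertrophy does not itself raise the markers, which was not tested. With the shunt, where the markers were as low (-0.20 against -0.12) but not after quantile normalization (0.000564 against -0.11), and after infarction, at 0.0297 (SD 0.188) against -0.20, such a share and lower levels within cardiomyocytes cannot be told apart. Nor can they on average, where the median of -0.0187 against -0.19 passed the bound set beforehand but rests on 2 markers under a mean signal of 10000, Ryr2 at -0.00 ± 0.112 and Ttn at -0.04 ± 0.056, the first with an error wider than that bound of -0.0945. Scaling is argued against by the oxidation median after quantile normalization, still -0.19 on average, so lower levels within cardiomyocytes remain a hypothesis for banding.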
